# Genomic Interaction Profiles in Breast Cancer Reveal Altered Chromatin Architecture

**DOI:** 10.1371/journal.pone.0073974

**Published:** 2013-09-03

**Authors:** Michael J. Zeitz, Ferhat Ay, Julia D. Heidmann, Paula L. Lerner, William S. Noble, Brandon N. Steelman, Andrew R. Hoffman

## Abstract

Gene transcription can be regulated by remote enhancer regions through chromosome looping either in *cis* or in *trans*. Cancer cells are characterized by wholesale changes in long-range gene interactions, but the role that these long-range interactions play in cancer progression and metastasis is not well understood. In this study, we used *IGFBP3*, a gene involved in breast cancer pathogenesis, as bait in a 4C-seq experiment comparing normal breast cells (HMEC) with two breast cancer cell lines (MCF7, an ER positive cell line, and MDA-MB-231, a triple negative cell line). The *IGFBP3* long-range interaction profile was substantially altered in breast cancer. Many interactions seen in normal breast cells are lost and novel interactions appear in cancer lines. We found that in HMEC, the breast carcinoma amplified sequence gene family (*BCAS*) 1–4 were among the top 10 most significantly enriched regions of interaction with *IGFBP3.* 3D-FISH analysis indicated that the translocation-prone *BCAS* genes, which are located on chromosomes 1, 17, and 20, are in close physical proximity with *IGFBP3* and each other in normal breast cells. We also found that epidermal growth factor receptor (*EGFR),* a gene implicated in tumorigenesis, interacts significantly with *IGFBP3* and that this interaction may play a role in their regulation. Breakpoint analysis suggests that when an *IGFBP3* interacting region undergoes a translocation an additional interaction detectable by 4C is gained. Overall, our data from multiple lines of evidence suggest an important role for long-range chromosomal interactions in the pathogenesis of cancer.

## Introduction

It is now widely recognized that the spatial organization of the genome and not only its linear sequence is essential for normal genome function [1]. Recent breakthroughs combining high-throughput DNA sequencing and molecular assays have revolutionized our understanding of chromatin organization [2], [3], [4]. Three-dimensional chromatin structure is important in the regulation of transcription [5], and in the control of epigenetic states (including the regulation of imprinted genes) by means of chromosome looping between distant regulatory regions on the same or on different chromosomes [6], [7]. Dynamic, long-range interactions have been observed to regulate gene expression, contribute to the developmental processes of T cell differentiation and X-inactivation, and may play a role in tumorigenesis [7], [8], [9], [10], [11]. The interchromosomal interaction between the *Ifng* promoter on chromosome 10 and the T_H_2 cytokine gene locus on chromosome 11 in naive T cells maintains both loci in a configuration poised for rapid transcription and is thought to facilitate the developmental choice between T_H_1 or T_H_2 cells [8]. Transient homologous pairing of X-inactivation centers early in development is crucial for correct X chromosome dosage compensation in mammalian females [9], [10]. We have shown that *Igf2* on chromosome 7 interacts with the *Wsb1/Nf1* locus on chromosome 11, and disruption of this interaction results in decreased expression of *Wsb1* and *Nf1* [7]. We also observed a substantial alteration in chromatin structure within human cancers that have lost *IGF2* imprinting, resulting in a striking loss of long-range interactions across the *IGF2/H19* locus [11]. These studies indicate that a better understanding of intricate 3D chromatin organization is crucial to understanding human diseases, particularly cancer, in which genomic instability and dysregulation are widespread.

Breast cancer is a complex disease that involves alterations in both genetic and epigenetic factors [12], [13], [14]. While numerous genetic mutations, translocations and aberrant DNA methylation have been reported in breast cancer, the role of long-range interactions during cancer progression remains elusive. Recent evidence suggests that genome organization is altered early in breast tumorigenesis [15]. Cancer-related genes were observed to change their radial positions in a cell culture model of early breast tumor development [15]. Changes in radial position of cancer-related genes were also observed in breast tumor tissue samples, and were not caused by genomic instability [16].

Insulin-like growth factor binding protein 3 (*IGFBP3)* has been implicated in breast cancer pathogenesis [17], [18], [19], [20], [21]. IGFBP3 modulates cell growth and survival by binding to insulin-like growth factors I and II, and regulating their bioavailability [22]. IGFBP3 has also been proposed to function independently of IGF-I or IGF-II and act as a growth modulator [23], [24], [25]. While correlations between serum levels of IGFBP3 and breast cancer have yielded contradictory results [19], [20], [21], [26], increased levels of IGFBP3 in breast cancer tissue is correlated with a worse prognosis and poor clinical features [17], [18].

Dysregulation of *IGFBP3* expression and hypermethylation of its promoter have been observed in many cancers [27]. Increased *IGFBP3* expression has been shown to enhance survival of breast cancer cells exposed to environmental stress [28]. Alternatively, a mouse model of prostate cancer crossed with a knockout of *Igfbp3* displayed significant increase in metastasis in double mutant animals. *In vitro* assays of prostate cell lines derived from these mouse lines also indicated a more aggressive cancer phenotype in IGFBP3 deficient cells [29]. We sought to explore global differences of *IGFBP3* long-range interaction profiles between normal breast cells and breast cancer cell lines. We hypothesized that cancer-related changes in *IGFBP3* regulation and epigenetic modification might coincide with altered spatial positioning and long-range DNA interactions contributing to breast cancer pathogenesis. We therefore used the *IGFBP3* enhancer as bait in circular chromosome conformation capture with high-throughput sequencing (4C-seq) in normal human mammary epithelial cells (HMEC) and two breast cancer cell lines, MCF7 and MDA-MB-231. MCF7 and MDA-MB-231 represent distinct breast cancer subtypes. MCF7 is a human breast adenocarcinoma cell line positive for estrogen receptor alpha, and MDA-MB-231 is a human breast carcinoma cell line negative for estrogen and progesterone receptors as well as *HER2*. The *IGFBP3* promoter displays hypermethylation, and there is reduced *IGFBP3* expression in MCF7, while in MDA-MB-231, the promoter is relatively hypomethylated, and *IGFBP3* is over-expressed compared to HMEC.

In this study, we examined *IGFBP3* long-range interactions and show that the three-dimensional structure of the genome changes dramatically in breast cancer. Our data suggest a possible role for long-range chromatin interactions in the pathogenesis of breast cancer as well as in the formation of translocations often seen in malignant cells.

## Results

### Expression of IGFBP3 is Downregulated in MCF7, but Upregulated in MDA-MB-231 Relative to HMEC

To better understand the role of *IGFBP3* in breast cancer, we analyzed its expression in primary breast cells, the estrogen receptor alpha (ERα) positive breast cancer cell line MCF7, and the triple-negative breast cancer cell line MDA-MB-231. *IGFBP3* expression was increased nearly 3-fold in MDA-MB-231, and reduced 3.8-fold in MCF7, relative to HMEC (Figure 1A). To evaluate whether DNA methylation correlated with the changes in expression, we examined the methylation status of the *IGFBP3* promoter by bisulfite pyrosequencing. The *IGFBP3* promoter was hypermethylated (91% CpG methylation) in MCF7 compared with 11% and 10% CpG methylation in HMEC and MDA-MB-231, respectively (Figure 1B).

**Figure 1:**
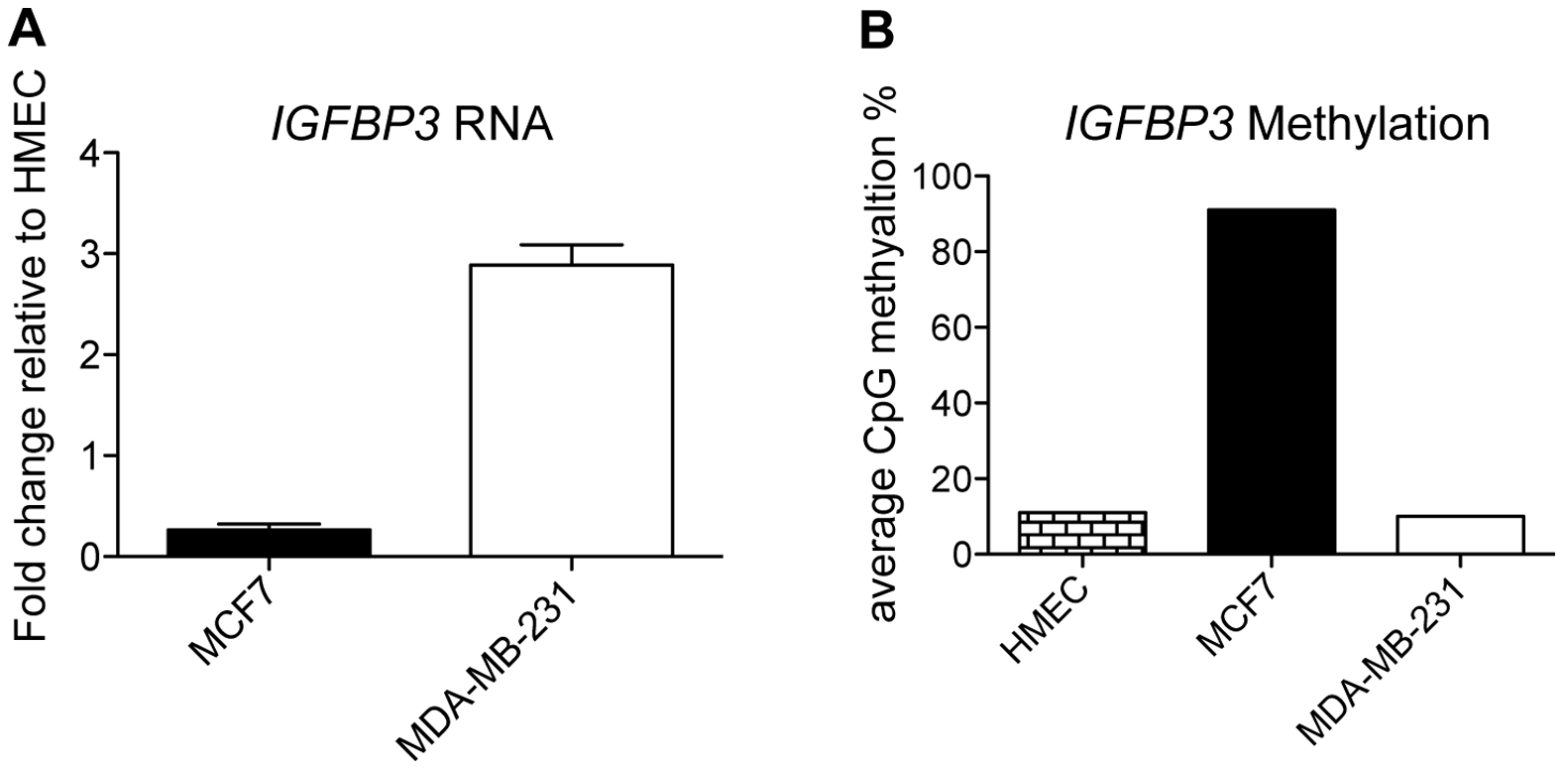
Expression and methylation status of *IGFBP3*. A, qRT-PCR: RNA levels of *IGFBP3* were measured in MCF7, MDA-MB-231 and HMEC cells. Expression in cancer lines was plotted as fold change relative to HMEC. Data represent the SEM of three independent biological replicates. B, Percent methylation of CpG nucleotides in the *IGFBP3* promoter in HMEC, MCF7 and MDA-MB-231. Bars represent the average percent methylation of 4 positions in the *IGFBP3* promoter.

### EGFR Interacts Significantly with IGFBP3

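Contacts of the IGFBP3 enhancer were recorded in 3 kinds of breast cells. HMEC are primary human mammary epithelial cells, MCF7 is an estrogen receptor-positive breast cancer line and MDA-MB-231 is a triple-negative breast cancer line. In 4C-seq, crosslinked chromatin is cut with HindIII and ligated, and the fragments joined to the bait are amplified by inverse PCR and sequenced. Each kind of cell gave 1 library and none was replicated, so a p-value from these data describes a library and not the spread between cultures. The authors aligned the reads to hg19 with BWA 0.5.9 and scored a restriction fragment as interacting or not, whatever its number of reads. The deposited values are the count of interacting fragments in each window of consecutive fragments and the authors' z-score of that count against shuffled fragments. Interchromosomal windows hold 200 fragments (3012 windows, median length 863 kb), long-range windows on chromosome 7 hold 100 fragments (337 windows, median 432 kb) and windows proximal to the bait hold 20 fragments (40 windows, median 87.9 kb). The windows of HMEC hold 23457 interacting fragments, those of MCF7 19779 and those of MDA-MB-231 16307. Interchromosomal windows took 90.3% of them in HMEC (95% Clopper-Pearson interval 89.9 to 90.7), 69.9% in MCF7 (69.2 to 70.5) and 58.7% in MDA-MB-231 (57.9 to 59.4). Long-range windows on chromosome 7 took 7.81%, 26.6% and 37.2%, in the same order of lines. All intervals cover counting error only. A window was called significant where the one-sided normal p of its deposited z-score, adjusted by the Benjamini-Hochberg method over the windows of that line, was under 0.01. Calls in different lines were compared by the number of shared windows, with a p from shifting one line's windows around the genome through every position.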

To identify whether changes in *IGFBP3* expression and methylation were accompanied by global alteration of its long-range chromatin interactions, we performed multiplex 4C-seq in HMEC, MCF7 and MDA-MB-231. We chose as our bait a region upstream of *IGFBP3* classified as a strong enhancer in HMEC by chromatin profiling of several distinctive features, including enrichment of the enhancer marks H3K4me1 and H3K4me2 and the active regulatory H3K9ac and H3K27ac marks (Figure S1) [30]. We obtained a combined total of approximately 12 million mapped reads from the three cell lines with the majority mapping in *cis* (Table S1). The 4C-seq reads were binned into windows based on the number of mappable HindIII restriction sites, ranging from 25 to 400. Regions with a false discovery rate (FDR) below 0.01 (see Methods) were considered to be significantly interacting. The significant long-range *cis* interactions for window size 100 in HMEC, MCF7 and MDA-MB-231 are diagrammed in Figure 2A. For every window size analyzed, MCF7 contained the largest number of significant long-range intrachromosomal interactions, followed by MDA-MB-231 and HMEC. Using a window size of 100, there were a total of 16 significant *cis* long-range interactions in HMEC, 51 in MCF7 and 29 in MDA-MB-231. Of these interactions, 8 were common to all 3 cell lines, indicating a 50% conservation of all high confidence long-range interactions from HMEC (Figure 2B). 

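Called long-range contacts on chromosome 7 were fewest in HMEC and most numerous in MCF7, in libraries that differ in their number of long-range fragments. Of the 337 windows of 100 fragments, 10 were called in HMEC, 37 in MCF7 and 16 in MDA-MB-231. The window with the highest z-score in MCF7 lies at 6147450 to 6690683 and holds RAC1, a Rho family GTPase. In MCF7 42 of its fragments interacted (z-score 7.83), in MDA-MB-231 41 (4.98) and in HMEC 11 (1.83, not called). In HMEC the highest z-score, 6.26, belonged to the window from 43618168 to 48121754, which joins fragments on both sides of the excluded stretch around the bait and therefore spans 4504 kb. Raw counts fell with distance from the bait. Windows within 10 Mb held on average 11.9 interacting fragments in HMEC, 46.5 in MCF7 and 46.9 in MDA-MB-231, and windows beyond 50 Mb held 4, 8.48 and 9.59. The authors' background is close to a running mean of these counts, so a trend of the z-scores with distance is largely removed by construction. Spearman rho across windows was 0.0212, 0.0340 and 0.00659, and beyond 5 Mb it was 0.0673, 0.110 and 0.0779. The counts of called windows depend on this depth and on the threshold. With the long-range fragments thinned to the HMEC number over 200 draws, a setting added after the counts were seen, MCF7 called a median of 10 windows (central 95% of draws 4 to 17) and MDA-MB-231 called 2 (0 to 6), which ends the excess of MCF7 over HMEC and puts MDA-MB-231 below HMEC. Thinning does not undo the limit of 100 fragments a window, which presses most on the fuller windows of the cancer lines and may lower their calls. With the z-score that 1% of shuffled windows exceed, a setting chosen after the data were seen, 16, 50 and 26 windows were called, and with the z-scores of each line recentred and rescaled to an empirical null the counts were 5, 1 and 1, which ends the higher counts of the cancer lines.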

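The long-range contacts found in HMEC overlapped those of the cancer lines. All 3 lines called 5 windows on chromosome 7, where shifting the calls along the chromosome gave 0.342 on average. One of them, at 43273583 to 43615096, holds HECW1, a ubiquitin ligase gene, with 30 of 100 fragments interacting in HMEC (z-score 5.64), 71 in MCF7 (4.73) and 66 in MDA-MB-231 (3.83). A window at 72930566 to 73591981 with the claudin genes CLDN3 and CLDN4 and the elastin gene ELN had 14 fragments in HMEC (3.91), 44 in MCF7 (7.34) and 33 in MDA-MB-231 (5.79). The window at 75211185 to 75722860 with HIP1 and POR had 14, 37 and 26 fragments (4.19, 5.79 and 4.03). The remaining pair are the window across the bait and a window over EGFR. MCF7 called 9 of the HMEC windows and MDA-MB-231 called 5, against means of 1.07 and 0.461 over the shifts, while MCF7 and MDA-MB-231 shared 12 against 1.73. Each of these 4 overlaps has p = 0.00297 (permutation test over all 336 shifts), the smallest p the shifts can give. The z-scores of HMEC correlated across windows with those of MCF7 (Pearson r = 0.612) and of MDA-MB-231 (r = 0.529). Neighbouring windows are not independent replicates. At the z-score passed by 1% of shuffled windows, chosen after seeing the data, the 3 lines shared 8 windows, and the additional ones hold GUSB, BAIAP2L1 and SMURF1. Under the empirical null, which leaves few calls in MCF7 and MDA-MB-231, the overlaps of all lines, of HMEC with MCF7 and of MCF7 with MDA-MB-231 fell to 0 (permutation p = 1 for each). From the windows common to the lines, the paper concludes that part of the high confidence contacts of HMEC is conserved in the cancer cells.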

Numerous novel long-range interactions were observed in each cancer cell line, and some long-range interactions found in normal cells were lost in each cancer cell line.

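Relative to HMEC, MCF7 called 28 further windows on chromosome 7 and MDA-MB-231 called 11, from more long-range fragments. Thinned to the HMEC number of fragments, the median number of calls in MCF7 equalled that of HMEC, and in MDA-MB-231 it was lower. Losses from HMEC were fewer, with 1 window not called in MCF7 and 5 not called in MDA-MB-231, and the windows named here were picked after their values were seen. The window lost in MCF7 lies at 150904248 to 151301930 and holds RHEB, an activator of mTOR, and SMARCD3. It had 10 interacting fragments in HMEC (z-score 3.54) and also 10 in MCF7 (1.93), and in MDA-MB-231, where it was not called either, it had 5 (0.976). The clearest loss in MDA-MB-231 was the window at 83300679 to 83755208 with the semaphorin gene SEMA3A, with 11 fragments in HMEC (3.80), 20 in MCF7 (3.09) and 4 in MDA-MB-231 (−1.24). The 3 other windows lost in MDA-MB-231 hold GUSB, SMURF1 and CUX1, with z-scores of 2.48, 2.52 and 1.91 there. Of these, the GUSB and SMURF1 windows are called in MDA-MB-231 when 1% of shuffled windows may pass, and at that setting, chosen after seeing the data, 4 HMEC windows are not called in MCF7 and 8 not in MDA-MB-231. A window called in one line and not in another is not by itself a difference between them, so the share of a library's long-range fragments that fell in each window was compared by Fisher's exact test. Between HMEC and MCF7 no window passed an adjusted p of 0.05 (34 had an unadjusted p below it), and between HMEC and MDA-MB-231 only the SEMA3A window did, higher in HMEC (Fisher's exact test, adjusted p = 0.0180, 35 unadjusted). Between MCF7 and MDA-MB-231, 7 windows were higher in MCF7 and 14 in MDA-MB-231.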

**Figure 2:**
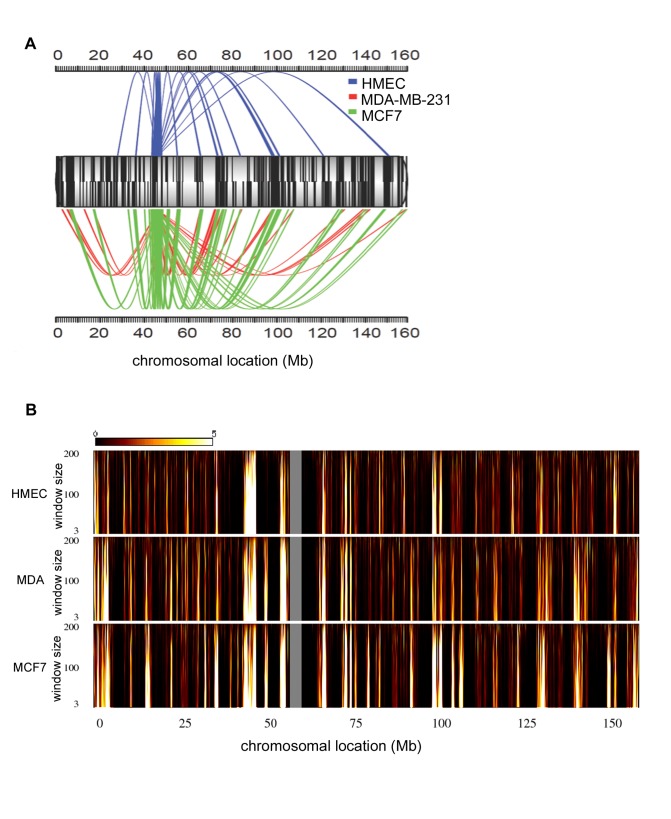
Intrachromosomal interaction profile of *IGFBP3*. A, Spider plot showing the significant long-range interactions of the *IGFBP3* enhancer across chromosome 7 for a window size of 100 consecutive restriction fragments in HMEC (blue), MDA-MB-231 (red), and MCF7 (green). Mb position is plotted. Tick marks on chromosome 7 represent gene locations with positive strand genes on top and negative strand genes on bottom. B, Domainograms illustrating the significance of intrachromosomal interactions for window sizes ranging from 3 to 200 consecutive fragments for each cell line. The color represents −log(p-value) of the calculated significance score ranging from black (not significant) to white (most significant). The gray region corresponds to the centromere of chromosome 7, which lacks HindIII cut sites.

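EGFR encodes the epidermal growth factor receptor and lies on the forward strand of chromosome 7 from 55086710 to 55279321 (193 kb, hg19). IGFBP3 lies on the reverse strand from 45951844 to 45961473, so that 9.13 Mb separate the genes. The window from 54824411 to 55202851 covers 60.3% of EGFR, its 5′ part, together with SEC61G. In HMEC 23 of its 100 fragments interacted with the bait (95% Clopper-Pearson interval 15.2% to 32.5%), 2.88 times the authors' background of 8.00 fragments (z-score 5.53). In MCF7 54 fragments interacted (43.7% to 64.0%), 1.62 times the background of 33.4 (z-score 4.37). In MDA-MB-231 65 fragments interacted (54.8% to 74.3%), 1.85 times the background of 35.2 (z-score 6.24). Ranked by z-score, the window stood at 3 of 337 in HMEC, 19 in MCF7 and 1 in MDA-MB-231. The next window, from 55206387 to 55626715, covers 37.9% of EGFR and holds LANCL2 and VOPP1. It had 15 fragments in HMEC (z-score 2.53, not called), 64 in MCF7 (6.65) and 61 in MDA-MB-231 (5.71). The window upstream of EGFR, from 54462143 to 54820435, was called in no line, with 7, 31 and 34 fragments. As a share of a library's long-range fragments, the window over the 5′ part of EGFR did not differ detectably between any pair of libraries (Fisher's exact test, adjusted p 0.916 to 0.972). A window cannot exceed 100 interacting fragments. This limit compresses shares and multiples of the background more at a background of 33.4 or 35.2 than at 8.00. The absence of a detected difference therefore does not show equal contact. With an empirical null for each line, the z-score in MCF7 was 2.38 and the window was no longer called there.

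**Figure D1:**
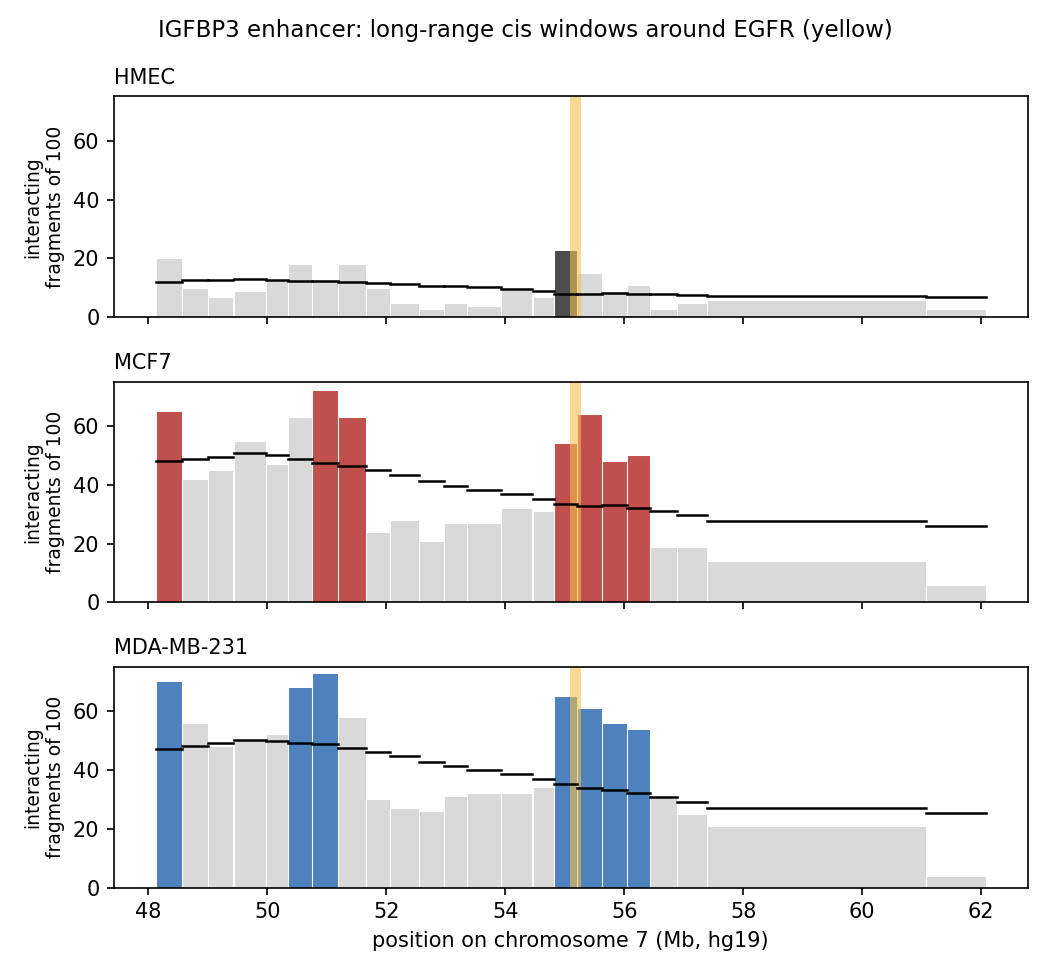
Interacting fragments of 100 in each long-range window around EGFR on chromosome 7 (position in Mb, hg19), with 1 panel per cell line. Coloured bars are called windows and grey bars are not, the black line is the background of the z-scores, and the yellow band marks EGFR, over which the bars reach 23 fragments in HMEC, 64 in MCF7 and 65 in MDA-MB-231.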

Among the significant intrachromosomal interactions common to all samples, and across all window sizes, was an interaction with epidermal growth factor receptor (*EGFR*), another breast cancer related gene. *EGFR* is located approximately 9 Mb from *IGFBP3* on chromosome 7. To examine this long-range interaction in more detail, we labeled gene pairs *EGFR* and *IGFBP3* by 3D-FISH in HMEC and breast cancer cell lines MCF7 and MDA-MB-231 (Figure 3A). To quantitate differences in interaction frequencies at the cellular level, we measured the center-to-center distances between the closest pairs of labeled foci. In 88% of HMEC nuclei counted, *EGFR* and *IGFBP3* were within 1 micron of each other, indicating frequent interactions (Figure 3B). This interaction frequency was only 56% in MCF7 nuclei, but was 96% in MDA-MB-231 nuclei. To assess whether differences in spatial positioning were accompanied by changes in expression, we measured RNA levels of *EGFR* in HMEC, MCF7 and MDA-MB-231 by qRT-PCR (Figure 3C). Relative to HMEC, *EGFR* expression was unchanged in MDA-MB-231, yet it was reduced 35-fold to nearly undetectable levels in MCF7 cells. In contrast to *IGFBP3,* the expression change in *EGFR* was not accompanied by a change in CpG methylation in the *EGFR* promoter among the three cell lines (data not shown). This suggests the difference in *EGFR* expression could be driven in part by chromatin architecture rather than methylation. In MCF7, the reduction in long-range interaction frequency with *EGFR* provides the opportunity for *IGFBP3* to form additional contacts. This may partially explain the gain of 35 unique intrachromosomal interactions in MCF7 cells compared to HMEC.

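Of the windows on chromosome 7 called in MCF7 and not in HMEC, 7 were also called in MDA-MB-231 and 21 were called in MCF7 alone. Among those shared by the cancer lines are windows downstream of EGFR, looked up after the EGFR window was seen. The window from 55629861 to 56039632 had 48 of 100 interacting fragments in MCF7 (z-score 3.17), 56 in MDA-MB-231 (4.84) and 9 in HMEC (0.305), and the window from 56046659 to 56429431 had 50 (3.81), 54 (4.69) and 11 (1.14). The window from 65735379 to 66242945, with RABGEF1 and part of the sulfotransferase gene TPST1, was called in MCF7 alone. It had 47 fragments there (6.62), 26 in MDA-MB-231 (1.88) and 6 in HMEC (0.175). As a share of long-range fragments it did not differ detectably between HMEC and MCF7 (Fisher's exact test, adjusted p = 0.448), but did between the cancer lines (0.0361). TPST1 also reaches into the window from 65227821 to 65729293, which was called in HMEC (3.72) and MCF7 (3.37). MCF7 had 2.88 times as many long-range interacting fragments on chromosome 7 as HMEC (5270 against 1831), or 15.6 against 5.43 for a mean window.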

**Figure 3:**
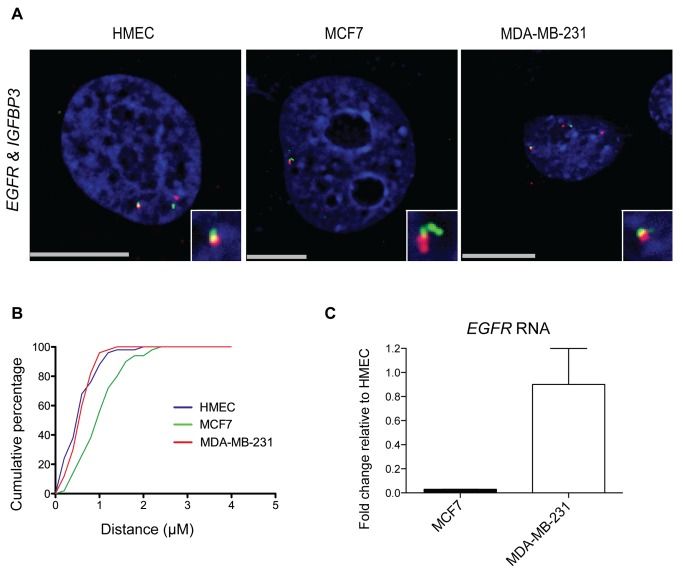
Interaction frequency of *IGFBP3* with the breast cancer related gene *EGFR* by 3D-FISH. A, 3D-FISH labeling of breast cancer related loci in HMEC, MCF7, MDA-MB-231. BAC probe combinations: *IGFBP3* (green) and *EGFR* (red) n = 50, DAPI DNA stain (blue), boxes in lower right corner contain a magnified view of each interaction. Scale bar  = 10 µm. B, Cumulative percentage of distances between *IGFBP3* and *EGFR* loci. Distances were measured between the closest two foci in each nucleus. C, qRT-PCR: RNA levels of *EGFR* measured in MCF7, MDA-MB-231 and HMEC cells. Expression in cancer lines plotted as fold change relative to HMEC. Data represent the SEM of three independent biological replicates.

### Interchromosomal Rearrangements Involving IGFBP3 Interacting Regions Facilitate an Increase in Long-Range Interactions in MCF7

We constructed circos plots to highlight the significant interchromosomal interactions involving the *IGFBP3* enhancer in HMEC, MCF7 and MDA-MB-231 that fell within a window size of 200 (Figure 4A, Figure S2). 

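Interchromosomal contacts were spread unevenly over the chromosomes. HMEC windows on chromosome 20 held on average 10.0 interacting fragments of 200, the most of any autosome, and those on chromosome 4 held 6.10, the fewest. In MCF7 the range ran from 2.29 fragments on chromosome 18 to 15.0 on chromosome 20, and in MDA-MB-231 from 2.44 on chromosome 2 to 6.02 on chromosome 19. The paper counts chromosome 20 among those with highly amplified regions in MCF7, and HMEC had its highest mean there too. The deposited z-scores compare a window with the mean of its own chromosome, as recomputing them from the counts showed (largest difference 0.0199 in HMEC, 0.150 in MCF7 and 0.0523 in MDA-MB-231). A window of 15 interacting fragments in MCF7 therefore has a z-score of 7.99 on chromosome 4, 1.29 on chromosome 17 and 0.00407 on chromosome 20.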

There were a total of 87 significant interactions in HMEC, 194 in MCF7 and 115 in MDA-MB-231. Of these interactions only 11 were common to all samples (Figure 4B, Table 1). 

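Interchromosomal contacts above background were most numerous in MCF7. Of 3012 windows of 200 fragments, 25 were called in HMEC, 112 in MCF7 and 37 in MDA-MB-231, from 21181, 13824 and 9566 interacting fragments. In MCF7 the highest z-score fell on chromosome 3 from 64082277 to 64788526, over the planar polarity gene PRICKLE2 and the metalloprotease gene ADAMTS9, where 53% of the fragments interacted (z-score 45.7, 21.2 times the background). HMEC had 16 fragments there (3.42, not called) and MDA-MB-231 had 7 (2.40, not called). High contact with a window that holds SULF2 and the steroid receptor coactivator gene NCOA3 was found in HMEC and MCF7. This window, on chromosome 20 from 46001576 to 46801909, had 44 interacting fragments in HMEC (11.0), 141 in MCF7 (34.0) and 9 in MDA-MB-231 (1.39, not called). Likewise, the window on chromosome 17 from 57830343 to 58764228 with RPS6KB1 and PPM1D had 35 fragments in HMEC (8.34), 119 in MCF7 (33.8) and 11 in MDA-MB-231 (2.32, not called). The PRICKLE2, NCOA3 and RPS6KB1 windows lie on chromosomes that the paper names as holding highly amplified regions in MCF7. Copy number in MCF7 was not measured here and enters its counts and shares. In such windows MCF7 reads assigned to the HMEC library cannot be told apart from contact in HMEC. Over the sortilin family gene SORCS2, on chromosome 4 from 7188335 to 8255295, MDA-MB-231 had 15 fragments (7.14) and MCF7 had 11 (5.43), both called, and HMEC had 8 (0.784, not called). On chromosome 6 from 36224639 to 37136221, over the cell cycle inhibitor CDKN1A, MDA-MB-231 had 14 (5.74), against 2 in MCF7 (−0.540) and 10 in HMEC (1.36), which were not called. As a share of a library's interchromosomal fragments, 39 windows were higher in MCF7 than in HMEC and none was lower (Fisher's exact test, adjusted p under 0.05, 207 windows unadjusted). Between HMEC and MDA-MB-231 no window passed in either direction (122 unadjusted). At the z-score passed by 1% of shuffled windows, chosen after the data were seen, 87, 194 and 119 windows were called. With an empirical null for each line the counts were 15, 59 and 9. An exact binomial tail of the counts, also added after the data were seen, gave 12, 63 and 7. Under both of these settings HMEC called more windows than MDA-MB-231.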

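All 3 lines called 3 interchromosomal windows, against a mean of 0.0654 over the shifts (p = 0.000332, permutation test over 3011 shifts, the smallest they can give). They are the window with BCAS1 and ZNF217 and the window with BCAS4 on chromosome 20, and a window on chromosome 1 from 144919188 to 145816358 that holds PDZK1, an estrogen-responsive scaffold gene, and TXNIP. In the PDZK1 window 23 fragments interacted in HMEC (z-score 5.64), 40 in MCF7 (12.1) and 10 in MDA-MB-231 (3.92). By the same permutation test, HMEC shared 15 windows with MCF7 (mean over the shifts 0.925, p = 0.000332) and 4 with MDA-MB-231 (0.306, p = 0.00133), and the cancer lines shared 8 (1.37, p = 0.000996). The last overlap no longer passed with the same number of windows in each line (1 shared, permutation p = 0.179), nor did that of HMEC and MDA-MB-231 without chromosomes 1, 3, 17 and 20 (1 shared, permutation p = 0.108). Without these chromosomes the overlap of all lines also ended (0 shared, permutation p = 1), since the 3 windows above lie on chromosomes 1 and 20. All lines shared 1 window at a false discovery rate of 0.001 and 1 under the empirical null (permutation p = 0.0149 for each). With the same number of windows in each line they also shared 1 (permutation p = 0.0083). Of the 25 HMEC windows, 9 were called in neither cancer line, and 50 of 87 were when 1% of shuffled windows may pass, a setting chosen after seeing the data. The z-scores of HMEC correlated across windows with those of MCF7 (Pearson r = 0.473) and of MDA-MB-231 (r = 0.354). Table 1 lists 11 windows, of which 3 were called in every line, 3 in 2 lines, 3 in 1 line and 2 in none. The last are the window with DLG1 on chromosome 3, with z-scores of 3.42 in HMEC, 2.72 in MCF7 and 2.98 in MDA-MB-231, and a window on chromosome 9 from 132166602 to 133421900 with 2.68, 3.04 and 3.38. At that setting, all lines called 11 windows, which are the windows of Table 1.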

Because a large proportion of the significant 4C windows fell within chromosome regions prone to rearrangements, fusions and amplifications, we compared the locations of 157 breakpoints mapped in MCF7 cells [31] to the list of regions that participated in significant interchromosomal interactions. 

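The paper names chromosomes 1, 3, 17 and 20 as those with highly amplified regions in MCF7, and they hold 626 of the 3012 interchromosomal windows (20.8%). In HMEC 13 of 25 called windows lay on them (52%, 95% Clopper-Pearson interval 31.3 to 72.2, Fisher's exact test p = 0.000517). In MCF7 47 of 112 did (42.0%, 32.7 to 51.7, p = 2.87e-07), and in MDA-MB-231 7 of 37 (18.9%, 7.96 to 35.2, p = 1, the same exact test). When 1% of shuffled windows may pass, a setting chosen after seeing the data, the share was 33.3% in HMEC (29 of 87, Fisher's exact test p = 0.00674), 31.4% in MCF7 (61 of 194, p = 0.000327) and 20.2% in MDA-MB-231 (24 of 119, p = 1). Fisher's test takes windows as independent, and neighbouring windows are not. Without these chromosomes, 9 windows were called in HMEC, 63 in MCF7 and 30 in MDA-MB-231, HMEC shared 3 with MCF7 and 1 with MDA-MB-231, and none was common to all. Because the called windows fell so often in regions prone to rearrangement and amplification, the paper compared them with the breakpoints mapped in MCF7, which were not analysed here.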

We have limited our analysis to the relationship between interactions in normal HMEC and known breakpoints in MCF7 since it was the only cell line with comprehensive breakpoint data available. This allows for the correlation of interactions pre and post breakage. The MCF7 breakpoints could be categorized as 2 distinct types. The first category contains the majority of breakpoints, which are dispersed throughout the genome in regions of low copy repeats. The second category includes MCF7 breakpoints falling within four highly amplified regions located on chromosomes 1, 3, 17 and 20. We found that breakpoint regions that also participated in interchromosomal interactions were almost exclusively in the latter category. We then considered a subset of 74 MCF7 breakpoints, described as interchromosomal rearrangements, and determined how many were associated with long-range chromatin interactions in HMEC and MCF7 cell lines (Table 2). A total of 29 breakpoint ends mapped within significant windows in HMEC, as compared to 61 in the MCF7 line. All but one of the breakpoints within HMEC 4C windows was also present within MCF7 4C windows. Importantly, when we compared the number of breakpoints for which both ends of the breakpoint mapped to a 4C hit, the percentage was nearly twice as many in the breast cancer cell line MCF7 as in HMEC. This suggests that when an *IGFBP3* interacting region undergoes a translocation involving a different chromosome, the *IGFBP3* interaction is not lost, but instead the translocation brings into proximity an additional interaction detectable by 4C.

**Figure 4:**
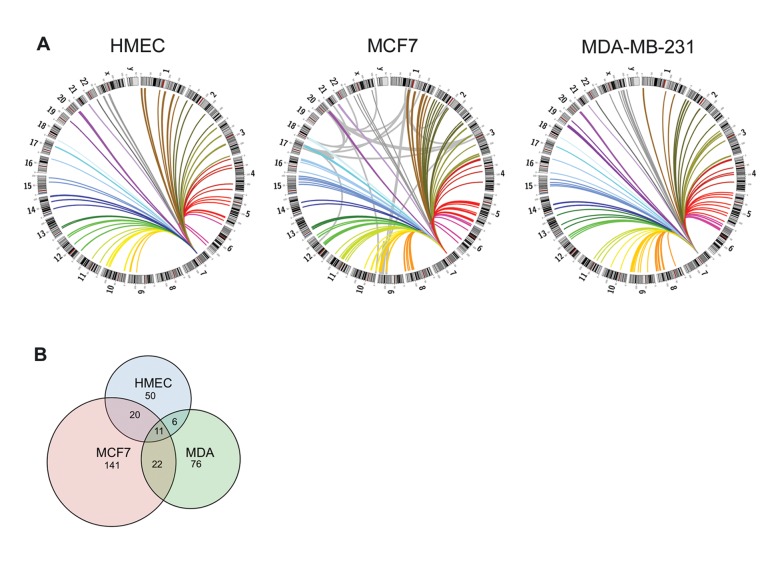
Interchromosomal interaction profile of *IGFBP3*. A, Circos plots showing the distribution of significant interchromosomal interactions involving *IGFBP3* in HMEC, MCF7 and MDA-MB-231. Grey lines in MCF7 plot represent interchromosomal translocations, adapted from Hampton *et al*. [31], falling within windows of significant 4C interactions. B, Venn diagram showing the number of unique and overlapping significant interchromosomal interactions for a window size of 200 consecutive restriction fragments.

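Called interchromosomal windows were in excess on 1 chromosome in HMEC and on 2 in MCF7, and most calls lay elsewhere. Chromosome 20 held 6 of the 25 HMEC windows, 24% of those called against 2.19% of all windows (Fisher's exact test, p adjusted over 21 autosomes 0.000236). In MCF7 chromosome 1 held 23 of the 112 (20.5% against 8.40% of windows, adjusted p = 0.000713) and chromosome 21 held 6 (5.36% against 1.29%, adjusted p = 0.0290, the same exact test). No chromosome passed an adjusted p of 0.05 in MDA-MB-231. The window on chromosome 21 from 43425797 to 44392159 holds the estrogen-induced trefoil genes TFF1 and TFF3, and it was called in HMEC (22 of 200 fragments, z-score 5.48) and MCF7 (26, 6.67) but not in MDA-MB-231 (8, 1.88). Its share of a library's interchromosomal fragments did not differ detectably between any pair of lines (Fisher's exact test, adjusted p from 0.734 to 1).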

**Table 1:** Common *trans* interactions among all samples.

window	genes
chr20:51905176-52752692	*BCAS1, ZNF217,TSHZ2, SUMO1P1, MIR4756*
chr17:58766326-59643391	*BCAS3, TBX2, C17orf82, TBX4*
chr20:48615985-49541607	*BCAS4, LINC00651, UBE2V1, TMEM189,CEBPB, LOC284751, PTPN1, MIR645, FAM65C, PARD6B, ADNP*
chr20:46815739-47725424	*LINC00494, PREX1, ARFGEF2, CSE1L*
chr1:144919188-145816358	*PDE4DIP, SEC22B, NOTCH2NL, NBPF10, HFE2, TXNIP, POLR3GL, ANKRD34A, LIX1L, RBM8A, GNRHR2, PEX11B, ITGA10, ANKRD35, PIAS3, NUDT17, POLR3C, RNF115, CD160, PDZK1, GPR89A*
chr20:45119530-45995741	*ZNF334, OCSTAMP, SLC13A3, TP53RK, SLC2A10, EYA2, MIR3616, ZMYND8, LOC100131496*
chr3:196975652-197787067	*DLG1, MIR4797, DLG1-AS1, BDH1, LOC220729, KIAA0226, MIR922, FYTTD1, LRCH3, IQCG, RPL35A, LMLN, ANKRD18DP*
chr1:200591661-201448561	*DDX59, CAMSAP2, GPR25, C1orf106, KIF21B, CACNA1S, ASCL5, TMEM9, IGFN1, PKP1, TNNT2, LAD1, TNNI1, PHLDA3*
chr2:24898227-25798560	*NCOA1, PTRHD1, CENPO, ADCY3, DNAJC27, DNAJC27-AS1, EFR3B, POMC, DNMT3A, MIR1301, DTNB*
chr4:1134384-2497968	*SPON2, LOC100130872, CTBP1, CTBP1-AS1, MAEA, UVSSA, CRIPAK, FAM53A, SLBP, TMEM129, TACC3, FGFR3, LETM1, WHSC1, SCARNA22, WHSC2, MIR943, C4orf48, NAT8L, POLN, HAUS3, MXD4, MIR4800, ZFYVE28, LOC402160, RNF4*
chr9:132166602-133421900	*LOC100506190, C9orf50, NTMT1, ASB6, PRRX2, PTGES, TOR1B, TOR1A, C9orf78, USP20, FNBP1, GPR107, NCS1, ASS1*

**Table 2:** Distribution of MCF7 translocation breakpoints.

	HMEC	MCF7
4C windows containing at least one breakpoint end	11.5%	13.4%
Total number of breakpoint ends mapping to 4C windows	29	61
Number of breakpoint ends common to HMEC and MCF7	28	28
Breakpoints with both ends in 4C windows	34.5%	68.9%

### Breast Carcinoma Amplified Sequence (BCAS1-4) Genes Interact Significantly with IGFBP3 and Each Other in Normal Breast Cells

Some of the most significant 4C-seq interchromosomal interactions in HMEC included regions containing the genes *BCAS 1-4* located on chromosomes 1, 17 and 20. 

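The midpoints of the breast carcinoma amplified sequence genes lie in 4 windows on chromosomes 1, 17 and 20, all called in HMEC. The window on chromosome 20 from 51905176 to 52752692 (848 kb) holds BCAS1 and the transcription factor gene ZNF217, whose contacts cannot be separated at this resolution. TSHZ2 overlaps this window, but its midpoint lies in the window from 51296092 to 51904186, with 5 fragments in HMEC (z-score −1.63, not called). In what follows the values are those of the BCAS1 window. In HMEC 49 of its 200 fragments interacted (24.5%, 95% Clopper-Pearson interval 18.7 to 31.1), 4.89 times the background (z-score 12.6), the highest z-score of the line. BCAS3 shares a window on chromosome 17 from 58766326 to 59643391 with TBX2 and TBX4, where 38 fragments interacted (19%, 13.8 to 25.1, z-score 9.33), at rank 3. The 5′ end of BCAS3 reaches into the window before it, which holds RPS6KB1 and stood at rank 4. The window of BCAS4, on chromosome 20 from 48615985 to 49541607, also holds PTPN1 and CEBPB and stood at rank 5, with 31 fragments (15.5%, 10.8 to 21.3, z-score 6.80). BCAS2 lies on chromosome 1 in the window from 114494320 to 115269961, beside NRAS and TRIM33, and stood at rank 10, with 22 fragments (11%, 7.02 to 16.2, z-score 5.27). The libraries were pooled by barcode for sequencing, and each of these windows was also called in MCF7. From these counts, MCF7 reads assigned to the HMEC library cannot be told apart from contact in HMEC.

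**Figure D2:**
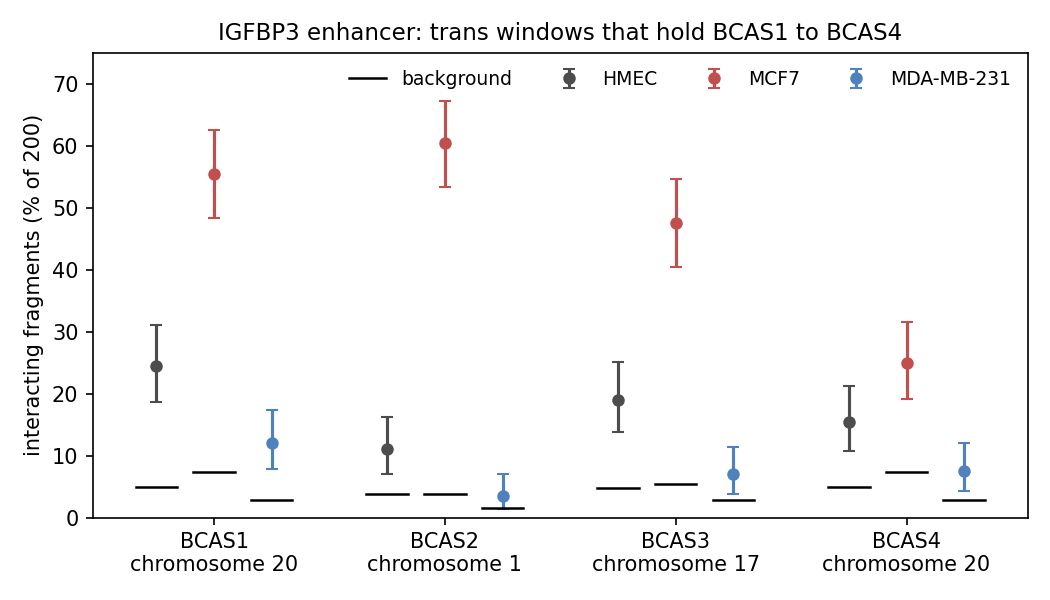
Percentage of the 200 fragments of each window that interacted with the IGFBP3 enhancer, for the windows of BCAS1 to BCAS4 (x axis) in HMEC, MCF7 and MDA-MB-231. Points are single libraries, error bars are 95% Clopper-Pearson intervals and black ticks mark the background of the z-scores. The BCAS1 window reaches 24.5% in HMEC, 55.5% in MCF7 and 12% in MDA-MB-231.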

All 4 of these genes were found among the 10 most significantly enriched regions in HMEC, and the region containing *BCAS1* and *ZNF217* was the overall top scoring window. These interactions were also enriched in MCF7, where they are frequently rearranged and amplified (Table 3). 

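The same windows were in wider contact with the bait in MCF7. In the BCAS2 window 121 of 200 fragments interacted (60.5%, 95% Clopper-Pearson interval 53.4 to 67.3, z-score 42.3), 16.2 times the background. The BCAS1 window had 111 fragments (55.5%, 48.3 to 62.5, 25.9), the BCAS3 window 95 (47.5%, 40.4 to 54.7, 26.3) and the BCAS4 window 50 (25%, 19.2 to 31.6, 9.47). By z-score they ranked 6 (BCAS1), 2 (BCAS2), 5 (BCAS3) and 26 (BCAS4) in MCF7, and by count, a ranking chosen after seeing the data, 4, 2, 7 and 14. As a share of a library's interchromosomal fragments each was higher in MCF7 than in HMEC (Fisher's exact test, adjusted p from 2.83e-25 for BCAS2 to 0.00515 for BCAS4). The number of copies of these regions in MCF7 was not measured here and enters each of these shares. MDA-MB-231 had 24 fragments in the BCAS1 window (z-score 7.75, rank 1) and 15 in the BCAS4 window (3.93, rank 28). It had 14 in the BCAS3 window (3.61) and 7 in the BCAS2 window (2.21), which were not called. None of these shares differed detectably between MDA-MB-231 and HMEC (Fisher's exact test, adjusted p = 1).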

We used 3D-FISH to investigate whether the *IGFBP3* interacting *BCAS* genes were also in close spatial proximity with one another prior to any oncogenic translocations (Figure 5). We performed dual and triple labeled 3D-FISH with probes for *IGFBP3*, *BCAS1*, *BCAS3* and *BCAS4* in primary HMEC cells (Figure 5A). Center-to-center distances were measured for the closest pairs of foci for each probe (Figure 5B). All probes targeting the *BCAS* genes were in close proximity, residing less than or equal to 1 micron to *IGFBP3* in at least 5% of nuclei. The *BCAS3-BCAS4* and *BCAS3-BCAS1* regions, which undergo translocations with one another in MCF7 [31], were also within 1 micron in at least 4% of normal HMEC nuclei. These percentages are in line with reports of positive *trans* interacting loci identified using other molecular assays [32], [33]. This suggests spatial proximity of the *BCAS* genes in normal breast cells contributes to their frequent oncogenic translocations.

**Figure 5:**
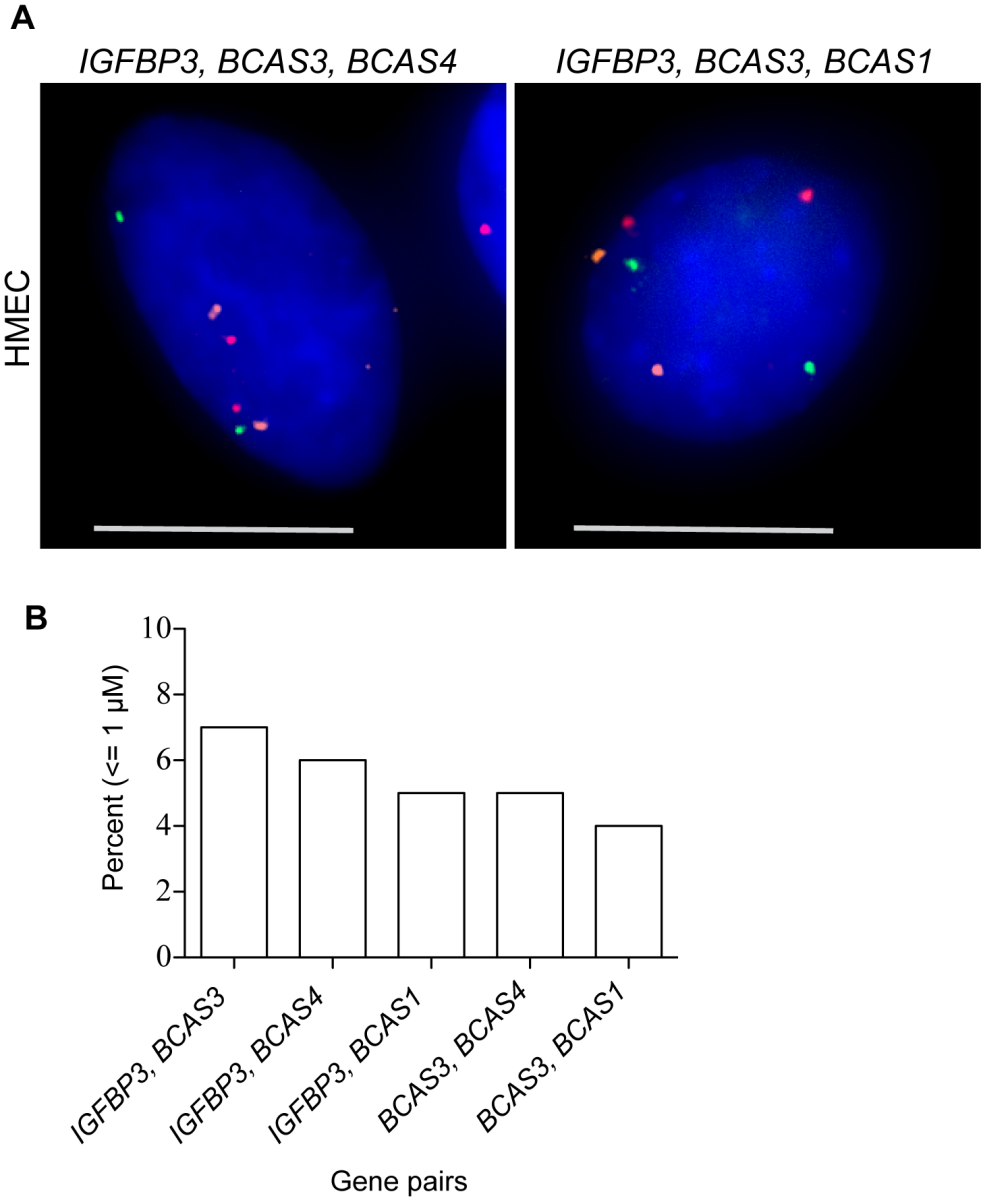
*IGFBP3* interacts with *BCAS* genes. A, Representative triple labeled 3D-FISH, z-axis projection images of *IGFBP3, BCAS3, BCAS4* (left) and *IGFBP3, BCAS3, BCAS1* (right). Scale bar  = 10 µm. B, Percentage of nuclei with the listed pair of gene loci within 1 micron of each other. Distances were measured between the closest two foci in each nucleus.

**Table 3:** *BCAS* gene loci are located in significantly interacting 4C windows.

Cell Line	*BCAS1* chr20	*BCAS2* chr1	*BCAS3* chr17	*BCAS4* chr20
HMEC	1	10	3	5
MCF7	4	1	7	14
MDA-MB-231	1	NA	8	5

Numbers represent rank by p-value with 1 being the most significant interaction.

### Methylated Promoters in Breast Cancer Disproportionally Fall within 4C Windows

Using genome-wide CpG methylation data from Sproul *et al.* [34], we analyzed the distribution of methylated promoters in our 4C data sets. CpG sites with a value equal or greater than 0.8 were considered methylated. Consistent with an increase in global CpG methylation in breast cancer, the total number of methylated sites was greater in MCF7 (3847 sites) and MDA-MB-231 (3282 sites), compared with HMEC (374 sites). There is a significant increase in the proportion of methylated promoters that participated in long-range interactions with *IGFBP3* in both breast cancer cell lines relative to HMEC. This increase was more pronounced in MCF7 cells where *IGFBP3* itself is hypermethylated (Table S2). After correcting for the total number of methylated sites, there was a 3.77-fold (Fisher’s exact test, one-sided p-value 4.742×10^−9^) and 2.85-fold (Fisher’s exact test, one-sided p-value 1.122×10^−5^) increase in methylated promoters located within our 4C windows in MCF7 and MDA-MB-231, respectively.

## Discussion

Chromatin structure plays a key role in establishing and maintaining tissue- specific gene expression profiles throughout development. Epigenetic modification of chromatin can influence DNA packaging and accessibility to *trans* acting regulatory factors. Active regulatory regions are maintained in open chromatin, characterized by nucleosome depletion and DNase I hypersensitivity [35]. A vast number of transcription factor binding sites are situated far from any transcription start site, and interactions occurring among distant regulatory elements can regulate gene expression [30]. Long-range interactions between active regulatory elements may therefore provide a means to fine tune gene activity.

The importance of long-range interactions may be especially relevant in cancer where genomic instability and extensive epigenetic modification of chromatin is common. Rickman *et al.,* for example, found that overexpression of an oncogenic transcription factor in normal cells leads to large-scale changes in chromatin organization [36]. We have seen that there is a dramatic change in long-range interactions in cancer cells compared with cells derived from normal tissues. We have previously shown that loss of IGF2 imprinting in cancer is accompanied by loss of normal long-range intrachromosomal interactions involving the IGF2/H19 locus [11]. In this study we have expanded our view of long-range interactions in cancer by exploring the genome-wide interaction profile of *IGFBP3*.

IGFBP3 plays a major role in IGF signaling through binding the majority of circulating IGF-I and IGF-II, and it may also function independently in a growth stimulating or inhibitory fashion depending on the system studied. We observed that *IGFBP3* interacts with epidermal growth factor receptor (*EGFR)* in all 3 cell lines. EGFR is a receptor tyrosine kinase whose dysregulation can promote tumorigenesis, and nuclear EGFR has been shown to function as a transcription factor to activate genes required for cell proliferation [37], [38]. Recently, the cancer genome atlas network identified four major subtypes of breast cancer based on extensive genomic analyses. They found high level EGFR and phosphorylated EGFR to be associated with a subset of breast cancers with HER2 enrichment, suggesting possible targets for combined therapy [39]. Crosstalk exists between insulin-like growth factor 1 receptor (IGF1R), and other signaling receptors including EGFR. Inhibiting either IGF1R or EGFR results in activation of the reciprocal receptor, suggesting that combined inhibition of both pathways may yield enhanced tumor therapy [40]. There is also interplay between IGFBP3 and EGFR in cancer cells. The initial reaction of ER positive T47D breast cancer cells to IGFBP3 is inhibitory, yet prolonged expression of *IGFBP3* cDNA stimulates growth. Chronic exposure of cells to IGFBP3 over many passages *in vitro* also led to an increase in EGFR protein levels, and enhanced the response to EGF as demonstrated by an increase in both phosphorylated EGFR and DNA synthesis. Furthermore, xenograft tumors in mice that expressed *IGFBP3* showed enhanced growth and increased levels of EGFR [41]. Conversely, overexpression of *EGFR* in primary keratinocytes resulted in 4.4-fold induction of *IGFBP3* [42]. Our 4C-seq and 3D-FISH data indicate *IGFBP3* and *EGFR,* separated by 9 Mb, are often in close spatial proximity (Figure 3). Spatial proximity of loci residing on the same chromosome is influenced to some extent by their linear separation in base pairs; it is therefore difficult to make comparisons between studies of loci with differing amounts of linear separation. Nonetheless, the number of nuclei scored by 3D-FISH containing *IGFBP3* and *EGFR* in close proximity can be considered high in our cell lines, especially HMEC and MDA-MB-231, where nearly all cells had at least one allele demonstrating proximity within 1 micron. Importantly, this high interaction frequency was not due solely to linear distance between the genes, as a large number of interactions occurred monoallelically. This can be observed in HMEC and MDA-MB-231 3D-FISH images in Figure 3A.

Mounting evidence suggests eukaryotic transcription occurs in localized factories [43], [44]. Transcription factories may exist to provide coordinated expression of coregulated genes. By uniting distant regions of DNA they may also serve as sites to share specific or limiting regulatory factors, and may be required for high levels of transcription. We observed that in cell lines with increased *IGFBP3* mRNA there is also an increase in the interaction frequency of *IGFBP3* with *EGFR*. The relationship between interaction frequency and expression is nonlinear, and we expect other factors are modulating expression such as the observed hypermethylation of the *IGFBP3* promoter. Additional factors may include crosstalk between IGFBP3 and EGFR signaling pathways and tumor heterogeneity. Our data suggest that *IGFBP3* and *EGFR* may share a common transcriptional hub or factory, and disruption of these interactions could play a role in tumor progression. Reduction of the *IGFBP3-EGFR* interaction may not only affect these genes, but could result in new long-range interactions.

Cytogenetic and molecular evidence suggests spatial proximity influences recurrent chromosomal translocations [45], [46], [47], [48]. In response to genotoxic stress, oncogenic translocations could potentially form when DNA breaks occur within an interacting “hub”. This was demonstrated in prostate cancer cells where irradiation led to translocations among genes with hormone-induced proximity [49], [50].

From our 4C data, we found that the breast carcinoma amplified sequence family of genes (*BCAS1, BCAS2, BCAS3* and *BCAS4*) interacts with *IGFBP3*. *BCAS1* has been found amplified in primary breast tumors [51] and associated with a poor prognosis [52]. *BCAS2* can function as a transcriptional coactivator of estrogen receptor [53] as well as a negative regulator of *P53* [54]. *BCAS3* is overexpressed and associated with impaired response to tamoxifen in ER positive premenopausal breast cancers [55]. Fine mapping of breakpoints in MCF7 revealed *BCAS3* to be located in a rearrangement hotspot, where 7 breakpoints were observed within *BCAS3* and 19 in the surrounding region of the gene [31]. One of the translocation partners of *BCAS3* is *BCAS4*, and fusion transcripts have been detected in MCF7 and HCT116 colon cancer cells [31], [56]. Additionally, *BCAS4* was found overexpressed in nine out of 13 different breast cancer cell lines [57]. The *BCAS* genes are frequently amplified and some have been found to translocate with each other in breast tumors, such as *BCAS4-BCAS3* and *BCAS1-BCAS3*. Interestingly, using 3D-FISH in normal breast cells, we found *BCAS4- BCAS3* and *BCAS1- BCAS3* to interact with one another as well as *IGFBP3,* supporting the role of spatial proximity in oncogenic translocations. All pairwise interactions, defined as being equal to or less than 1 micron, occurred in 4% or greater of HMEC nuclei. This is similar to the association levels measured for loci participating in interchromosomal interactions identified using the tethered chromosome conformation capture assay [33]. It is also similar to colocalization levels of genes that occupy specialized transcription factories in mouse erythroid nuclei [32]. We chose to verify 4C interactions with 3D-FISH, as the interacting regions can be large, consisting of windows of 100 or 200 restriction sites. 3C would provide better resolution, but doing so on such large regions would be quite challenging considering the number of primers that would be needed since detecting an interaction between two specific elements alone with 3C is not technically sound.

Although all interactions were present within the population of cells, there was not a simultaneous association of all three loci. This suggests the long-range interactions of the *BCAS* genes with *IGFBP3* and with one another are dynamic in nature, and illustrates the heterogeneity of chromatin architecture within a cell population. Chromatin displays rapid constrained motion over distances of ∼ 1 micron and longer directional movement of chromatin domains has been associated with gene expression [58]. We note that 3D-FISH experiments were performed in cycling cells. Since this data is limited to interphase cells we don’t expect it to have a major effect on our results. As the field progresses we will likely see 4D studies incorporating cell cycle stages; there have already been correlations drawn between Hi-C data and replication timing [59].

It remains to be seen what role *trans*-acting factors play in mediating these long-range interactions. In the case of prostate cancer, the androgen receptor was shown to rapidly induce long-range interactions both in *cis* and in *trans* following ligand binding [49], [50]. Estrogen was also shown to induce rapid interchromosomal interactions among estrogen receptor α (ERα) regulated genes [5], [60]. In addition to nuclear receptor mediated long-range interactions, increased expression of the architectural protein SATB1, which participates in chromatin loop formation, alters the expression of over 1000 genes and is associated with aggressive breast cancer [61]. Whatever the mechanism governing long-range interactions, it is likely to involve a combination of chromatin remodeling complexes and possibly nuclear motor proteins. Along these lines, chromatin interacting with *IGFBP3* in the breast cancer cell lines was significantly enriched for methylated promoters relative to HMEC, with MCF7 showing the greatest fold increase. The *IGFBP3* promoter is hypermethylated in MCF7, and this may indicate a preference for chromatin domains with similar modifications to associate.

It is notable that a large proportion of the MCF7 translocation breakpoints fall within 4C windows. To rule out artifacts due to an interaction with a breakpoint near our bait, we checked for breakpoints proximal to *IGFBP3*, but found none within ±5 Mb. It is important to note that MCF7 breakpoints mapped in HMEC reflect areas of potential translocations. It is interesting that all HMEC 4C windows containing translocation breakpoints were also present in MCF7, where breakage had occurred. There was also an increase in breakpoints with both ends mapping to 4C windows in MCF7 as compared to HMEC. In these instances, the *IGFBP3* long-range interactions present in normal breast cells were maintained in the tumor cells, and additional interactions with the reciprocal breakpoints were formed due to rearrangements in the cancer cell line. This indicates a preference for gaining *trans* interactions even after large-scale genomic aberrations occur.

Our study demonstrates that long-range interactions of cancer-related loci, including *EGFR* and *IGFBP3*, are altered in breast cancer cells, and these alterations are frequently associated with epigenetic changes. Long-range interactions influence chromosomal translocations, and add an additional layer of complexity to transcriptional and epigenetic regulation to coordinate gene expression. Therefore, a better understanding of aberrant chromatin interactions is needed to fully understand cancer pathology.

## Methods

### Cell Culture

Primary human mammary epithelial cells, HMEC (Life Technologies, Grand Island, NY) were cultured in HuMEC Ready Medium (Gibco, Grand Island, NY) with 1% penicillin-streptomycin (Gibco). Human breast cancer cell lines MCF7 and MDA-MB-231 (ATCC, Manassas, VA) were grown in Dulbecco’s Modified Eagle Medium (DMEM) with high glucose, sodium pyruvate, GlutaMAX media supplemented with 10% fetal bovine serum, 1% penicillin-streptomycin (Gibco) at 37°C in 5% CO_2_.

### Circular Chromosome Conformation Capture (4C) Sequencing Assay

4C was performed as in Gheldof *et al*. with minor modifications [62]. HMEC, MCF7 and MDA-MB-231 cells (2×10^7^) were fixed in 2% formaldehyde in fresh medium for 10 min at room temperature, followed by quenching with 0.125 M glycine. Fixed cells were scraped from culture plates, spun, (750×g for 10 min), and the frozen pellets were stored at −80°C until lysis. Cells were resuspended in ice-cold lysis buffer (0.2% IGEPAL CA-630, 10 mM NaCl, 10 mM Tris HCl) with SigmaFast complete protease inhibitor tablet (Sigma-Aldrich, St. Louis, MO) and lysed for 30 min on ice. After recovery of nuclei by centrifugation (2000×g for 5 minutes), nuclei were washed twice in cold 1.2× NEB buffer 2 and resuspended in the same buffer. Nuclei were incubated in the presence of 0.3% SDS for 1 h at 37°C with shaking at 950 rpm, followed by the addition of Triton X-100 to 1.8% for 1 h at 37°C with shaking at 950 rpm. Nuclei were digested with 1500 U of HindIII (New England Biolabs Ipswich, MA) overnight at 37°C with shaking at 950 rpm. 200 µl of digested nuclei were removed for assessing digestion efficiency by qPCR. The restriction enzyme was inactivated by the addition of 1.6% SDS and was incubated at 65°C for 20 min. The digested nuclei were diluted in 7 ml of 1.1× T4 DNA ligase buffer in the presence of 1% Triton X-100 and incubated for 1 h at 37°C. Ligation was performed by adding 800 U of T4 DNA Ligase (2,000,000 U/ml; New England Biolabs) to the diluted mixture of digested nuclei and incubating in a 16°C H_2_O bath for 4 hours followed by a 30 min incubation at room temperature. To reverse cross-links, proteinase K was added to a final concentration of 100 µg/ml and incubated overnight at 65°C. Samples were incubated with 0.5 µg/ml of RNase A at 37°C for 1 h and purified by phenol-chloroform extraction followed by ethanol precipitation. DNA concentration was measured using a Qubit® 2.0 Fluorometer (Life Technologies).

3C templates were digested with 200 U MspI (New England Biolabs) overnight at 37°C with shaking at 500 rpm, followed by heat inactivation at 65°C for 20 min. Digestion products were purified by phenol-chloroform extraction and ethanol precipitation. Ligations were performed in 14 ml of 1× T4 DNA ligase buffer with 2000 U of T4 DNA ligase. Circular ligation products were purified by phenol-chloroform extraction and ethanol precipitation followed by clean up with Ampure beads (Beckman Coulter, Brea, CA). A total of 16 inverse PCR reactions with 200 ng input per 4C template were performed for each library with primers that included Illumina adapter sequences and custom barcodes. All PCR reactions were performed with Expand Long Template PCR system (Roche, Indianapolis, IN). Excess primers were removed by gel extraction. HMEC, MCF7 and MDA-MB-231 4C libraries were analyzed on a MultiNA microchip electrophoresis system (Shimadzu Columbia, MD) and mixed in equimolar amounts. Multiplex sequencing was performed on an Illumina genome analyzer IIx (Illumina, San Diego, CA). Illumina sequencing data have been submitted to the GEO database accession number: GSE49521.

### Mapping and Filtering of 4C Reads

We first de-multiplexed the 76 bp single-end reads using barcodes for each cell line. We only retained the reads that contained one of the valid barcodes followed by the primer sequence and a HindIII cleavage site and truncated them to obtain the prey sequence. We mapped the truncated reads to the human genome (UCSC hg19) using the short read alignment mode of BWA (v0.5.9) with default parameter settings. We post-processed the alignment results to extract the reads that satisfied the following three criteria: (i) mapped uniquely to one location in the reference genome, (ii) mapped with an alignment quality score of at least 30 (which corresponds to 1 in 1000 chance that mapping is incorrect), (iii) mapped with an edit distance of at most 3. We assigned the qualified reads to the nearest HindIII cleavage site using their mapping coordinates. We then identified the restriction fragments interacting (those flanking the cleavage sites with a read count of at least one) with the bait region. We discarded ±50 kb region around the bait from further analysis.

### Statistical Analysis of 4C Data

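The chromosomes of hg19 hold 837133 HindIII sites. An MspI site follows within 2.0 kb downstream for 468729 of them, and lies within 2.0 kb on either side for 643944. Every deposited window starts and ends on a HindIII site. When all sites with an MspI site on either side are counted, 2800 of the interchromosomal windows (93.0%) hold exactly 200 sites, and 323 of the long-range windows on chromosome 7 (95.8%) hold exactly 100. When only downstream MspI sites are counted, no window of either kind holds these numbers, and the median is 143 and 71 sites.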

We first identified all the HindIII sites in the genome (∼840 k) and eliminated the ones with no MspI site within 2 kb downstream of the HindIII site, resulting in ∼470 k restriction fragments for downstream analysis. In order to avoid PCR artifacts, we binarized the interactions counts as was done previously in other 4C analysis pipelines [63]. This processing resulted in 23,559, 19,876 and 16,387 restriction fragments that interact with the bait region for HMEC, MCF7 and MDA-MB-231 cell lines, respectively. 

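Summed over the deposited windows, the interacting fragments reach 99.6% of the paper's total in HMEC, 99.5% in MCF7 and 99.5% in MDA-MB-231. HMEC thus had the most interacting fragments, with 1.53 times the interchromosomal fragments of MCF7 and 2.21 times those of MDA-MB-231, and the fewest on chromosome 7. A mean interchromosomal window held 7.03 interacting fragments in HMEC, 4.59 in MCF7 and 3.18 in MDA-MB-231.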

In order to account for the difference in the number of interacting fragments between cell types and the effect of genomic distance on the intrachromosomal interaction probability, we applied a statistical significance assignment procedure similar to the one described in Splinter *et al* [63]. We first separated interactions into four groups depending on the linear distance of interacting loci to the bait.

1. Bait region interactions: Intrachromosomal interactions below 50 kb distance to the bait and are excluded from our analysis.
2. Proximal intrachromosomal interactions: Intrachromosomal interactions between 50 kb to 2 Mb distance from the bait.
3. Long-range intrachromosomal interactions: Intrachromosomal interactions above 2 Mb distance from the bait.
4. Interchromosomal interactions: Interactions that are on chromosomes other than the bait chromosome (chr 7).

We then combined multiple consecutive restriction fragments with window sizes that are appropriate for each of the groups above. This step is necessary due to limited resolution of current 4C methods and enables us to assign statistical confidences for interactions at varying resolutions. We used window sizes of 10, 20 and 40 for group 2; 50, 100 and 200 for group 3; 100, 200 and 400 for group 4 interactions. For each group of interactions, we counted the number of interacting fragments within a window for each window size. We then generated a background distribution by randomly shuffling the interacting and non-interacting fragments for each group and repeating this randomization 100 times. For intrachromosomal interactions, we take into account the linear distance of each region to the bait when generating the background. For interchromosomal interactions, we generated the background by aggregating all chromosomes (unlike Splinter et al [63] who generate one background per each chromosome) to preserve the information from possible chromosome territory associations that include chromosome 7. 

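For the interchromosomal windows, a z-score recomputed against a single background over the chromosomes other than 7 differed from the deposited one by up to 3.47 in HMEC, 30.4 in MCF7 and 4.03 in MDA-MB-231. Under that single background, chosen after the data were seen, 7 windows were called in all lines and MDA-MB-231 called 63. For the long-range windows on chromosome 7, the deposited background was close to a running mean of the counts over 31 windows (median difference in fragments 0.0541 in HMEC, 0.124 in MCF7 and 0.124 in MDA-MB-231).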

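The methods give the false discovery rate and not the z-score at which it was reached. With the rule used here, the lowest z-score of a called interchromosomal window was 3.80 in HMEC, 3.41 in MCF7 and 3.69 in MDA-MB-231. Shuffling the fragments 100 times gave on average 1.3, 5.28 and 2.9 windows above these values, which is 5.2%, 4.71% and 7.84% of the windows called. For long-range windows on chromosome 7 the lowest z-scores were 3.52, 3.09 and 3.42, and windows drawn at random from the local background made up 3.7%, 1.68% and 1.56% of the calls. If the z-score is set where 1% of shuffled windows pass, a choice made after seeing the data, it falls to 2.61, 2.70 and 2.78 for interchromosomal windows, and shuffled windows then amount to 32.6%, 15.2% and 24.9% of those called.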

Similar to Splinter *et al*, [63] we calculated the z-value threshold at which the false discovery rate (FDR) is 0.01 to determine the windows that significantly interact with the 4C bait (4C-enriched windows/regions). To determine cell line specific 4C-enriched regions, at a given window size, we simply take the list of regions that are deemed interacting at FDR 0.01 in one cell line and not in the other.

### 3D-fluorescence *in situ* Hybridization

Cells grown on 12 mm coverslips were fixed in 4% paraformaldehyde (PFA) for 10 min, made permeable with 0.5% Triton X-100 for 5 min, incubated in 20% glycerol/1× PBS for at least 40 min, freeze-thawed in liquid nitrogen four times, and treated with 0.1 N HCl for 5 min. Cells were then treated with RNase A for 45 min at 37°C. Coverslips were then stored in 50% formamide/2× SSC at 4°C until denaturation at 75°C for 7 min in 70% formamide/2× SSC followed by immersion in ice cold 50% formamide/2× SSC.

BAC probes: RP11-89E8, RP11-1083I7, RP11-55E1, RP11-1115J10, RP11-705A3, RP11-805G4, RP11-185P21, RP11-1058F18, RP11-937E18, RP11-5P14 (Roswell Park Cancer Institute, Buffalo, NY) were labeled with dinitrophenol-11-dUTP (PerkinElmer, Waltham, MA), Alexa488-dUTP or Alexa594-dUTP (Life Technologies) by nick-translation (Roche). Probes in 50% formamide/2× SSC/10% dextran sulfate were denatured for 8–10 min at 75°C. Probes were cooled on ice and hybridized for 36-48 h at 37°C, followed by three post-hybridization washes with 50% formamide/2× SSC/0.05% Tween 20, 2× SSC/0.05% Tween 20, and 1× SSC for 30 min each at 37°C. Detection of BAC probes was performed by reaction with rabbit anti-DNP (Life Technologies) diluted (1∶1000) and secondary goat anti-rabbit (1∶200) conjugated to Alexa594 or Alexa647 (Life Technologies). Following labeling, indirect immunofluorescence was detected with Chroma filter sets using an Olympus BX41 upright microscope (100× UPLSAPO, oil, 1.4 NA) equipped with motorized *z*-axis controller (Prior Scientific, Rockland, MA) and Slidebook 5.0 software (Intelligent Imaging Innovations, Denver, CO). Optical sections of 0.5 µm were collected, deconvolved using a NoNeighbor algorithm operating within Slidebook 5.0, and 3D distances were measured from the center of each FISH focus.

### CpG Methylation by Bisulfite Pyrosequencing

Genomic DNA from HMEC, MCF7 and MDA-MB-231 were treated with bisulfite using the EZ DNA Methylation kit (ZYMO Research, Irvine, CA). The locus of interest was amplified using a combination of forward and biotinylated reverse primers (see Table S3 for primer sequences). 40 ng bisulfite-treated DNA was used for each 25 µl PCR reaction with 2G Robust polymerase (KAPA Biosystems, Woburn, MA) following KAPA’s recommended cycling conditions. Pyrosequencing of the resulting amplicons was performed at the PAN facility, Stanford University using a Qiagen Pyromark instrument. Assays were designed using Pyromark Assay Design software (Qiagen, Valencia, CA). The methylation indices were calculated as the average percent methylation of successive CpG dinucleotides between the primers.

### RNA Extraction and Quantitative RT-PCR

RNA was extracted from HMEC, MCF7 and MDA-MB-231 cells using the RNeasy Mini Kit and QIAshredder mini column (Qiagen) according to the manufacturer’s instructions. DNA was digested on a column using RNase free DNase set (Qiagen). 1 µg of RNA was reverse transcribed with Superscript III first-strand synthesis supermix for qRT-PCR (Life Technologies). qRT-PCR was performed using KAPA SYBR Fast ABI PRISM qPCR mix (KAPA) on an ABI 7900HT Real-Time PCR System (Applied Biosystems). Primers were purchased from RealTimePrimers.com. The most stable reference genes (*ACTB* and *GAPD*) were selected from a set of 10 using geNorm software [64]. Reaction efficiency for each primer set was calculated using Real-time PCR Miner [65] and fold change of target genes relative to HMEC was calculated using the Pfaffl method [66].

## Supporting Information

Figure S1 ***IGFBP3*** **4C-Seq Bait.** The bait sequence, top (red bar) flanks a HindIII site upstream of *IGFBP3* in a region classified as a strong enhancer (orange bar). Image generated with UCSC genome browser, hg19.
(JPG)

Figure S2 **Distribution of the significant 200 restriction site interchromosomal windows for HMEC, MCF7 and MDA-MB-231.** Percent of total interactions per cell line are plotted for each chromosome.
(JPG)

Table S1 Sequence read distribution (not corrected for local interactions).
(JPG)

Table S2 Distribution of methylated promoter CpG nucleotides relative to HMEC.
(DOCX)

Table S3 Methylation assay primer sequences.
(DOCX)

# Supplementary material for: Genomic Interaction Profiles in Breast Cancer Reveal Altered Chromatin Architecture
**Source:** PLoS One. 2013 Sep 3;8(9):e73974. doi: 10.1371/journal.pone.0073974
**Supplement:** Table S2 — Distribution of methylated promoter CpG nucleotides relative to HMEC.

| Threshold(≥0.8) | methylated in 4C windows (fold change) | methylated outside 4C windows (fold change) | corrected methylated in 4C windows (fold change) |
| --- | --- | --- | --- |
| MCF7 | 38.79 | 9.18 | 3.77 |
| MDA-MB-231 | 25.00 | 8.14 | 2.85 |

**Table S2**. distribution of methylated promoter CpG nucleotides relative to HMEC

# Supplementary material for: Genomic Interaction Profiles in Breast Cancer Reveal Altered Chromatin Architecture
**Source:** PLoS One. 2013 Sep 3;8(9):e73974. doi: 10.1371/journal.pone.0073974
**Supplement:** Table S3 — Methylation assay primer sequences.

*Table S3. methylation assay primer sequences*

| Locus | Forward | Reverse (5' biotin) | Sequencing | T_A_ (°C) |
| --- | --- | --- | --- | --- |
| ***IGFBP3*P1** | GTTTTAGGGGTGAGGTTTTTTT | ACCCCCCAATACCTTAACTCCCT | GGTGTAGGGGAAATTGG | 57 |
| ***EGFR*P1** | GGTTTTGGAGGAAAAGAAAGGTA | TTCCCCCCCTAACCTACAACCC | GGAGGAAAAGAAAGGTAA | 59 |

How the deposited data were processed for this re-analysis (not part of the article)

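Chromatin contacts of the IGFBP3 enhancer were measured by 4C-seq in HMEC, MCF7 and MDA-MB-231, with 1 library per line and no replicate. The authors aligned the reads to hg19 with BWA 0.5.9, filtered the alignments, assigned them to HindIII fragments and marked each fragment as interacting or not. They deposited 3 tables, each with a window's position and, for each line, a count and a score. The count deposited by the authors is the number of interacting fragments in the window, and the score deposited by the authors is a z-score of that count against a background from shuffled fragments. Interchromosomal windows hold 200 fragments, long-range windows on chromosome 7 hold 100 and proximal windows hold 20. Other window sizes of the paper were not analysed here. Reads were not analysed here, since the counts and scores carry every 4C result that was re-derived.

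The counts were checked to be whole numbers from 0 to the number of fragments in the window, and the scores to rise with the count within a chromosome. The background of the interchromosomal scores was recovered from the counts and differed between chromosomes, so that a score compares a window with its own chromosome. HindIII and MspI sites were located in the GRCh37 sequence with pysam 0.24.0, and genes were placed with GENCODE 44 lifted to GRCh37. Members of gene lists and the BCAS genes were assigned to the window that holds their midpoint, other genes are named where they overlap a window, and EGFR was followed over the windows that cover part of it. All other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

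A window was called where the one-sided normal p of its score, adjusted by the Benjamini-Hochberg method over the windows of that line and kind, was below 0.01. The files carry no call or threshold by the authors, and this rule was fixed before the data were examined. Table 1, Table 3 and the counts in the paper's text had been seen by then. On simulated data in which 200 of 3012 interchromosomal windows were raised, the rule recovered 99.8% of windows raised 4-fold in HMEC, 91.0% in MCF7 and 83.8% in MDA-MB-231, and 26.3%, 14.6% and 8.93% of windows raised 2-fold. Unraised windows made up 3.58% to 13.9% of the calls over these runs, above the nominal 1%. An exact binomial tail at the same background, added after this was seen, kept them at or under 0.773% and recovered 98.9%, 78.9% and 66.1% of the windows raised 4-fold. On chromosome 7, with 40 of 337 windows raised 4-fold, the normal rule recovered 96.5% in HMEC, 99.4% in MCF7 and 99.1% in MDA-MB-231, and with windows raised 2-fold 22.8%, 60.3% and 67.4%. The deposited counts were also compared with 100 shuffles of the interacting fragments within each chromosome, or over all of them for the single background. On chromosome 7 shuffled counts were drawn from a binomial distribution at the deposited background of each window.

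Shared windows were counted for each pair and for all 3 lines, beside the mean over all circular shifts and a one-sided p from these shifts of one line's windows. The smallest p is 0.000332 for interchromosomal and 0.00297 for long-range windows. Scores were correlated across windows, which are not independent replicates. Called windows per chromosome were tested by Fisher's exact test with adjustment over 21 autosomes, with shares taken over all interchromosomal windows. Sex chromosome windows enter the totals and are not reported for any line. A window's share of the interacting fragments of its kind was compared between a pair of libraries by Fisher's exact test, adjusted over the windows at 0.05. This compares libraries, not cultures. Shares carry 95% Clopper-Pearson intervals, which cover counting error only. At a mean of 7.03, 4.59 and 3.18 interacting fragments per interchromosomal window in HMEC, MCF7 and MDA-MB-231, the 2-fold changes above were mostly missed.

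Windows to be named were, by a rule written beforehand, those the paper names through a gene or coordinates, the 10 interchromosomal and 5 long-range windows with the highest scores in each line, the long-range windows called in all lines, the 3 highest proximal windows and the interchromosomal windows with the largest differences between HMEC and a cancer line. The text prints part of them, selected after their values were seen. Windows lost from HMEC on chromosome 7, windows downstream of EGFR and the genes picked to describe long-range windows fall outside this rule and were chosen after their values were seen. Of 7 gene lists written before the files were opened, the members placed on autosomes other than chromosome 7 were 31 of the BCAS and MCF7 amplicon genes, 16 of the IGF system, 13 of the ERBB receptors and ligands, 23 of the estrogen receptor targets, 24 breast cancer drivers, 22 basal and luminal epithelial genes and 17 housekeeping genes. Each list was compared with 10000 random lists of as many genes.

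Alternatives fixed beforehand were false discovery rates of 0.05 and 0.001, merging of adjacent windows, an empirical null for each line, the same number of windows in each line, removal of chromosomes 1, 3, 17 and 20, removal of windows longer than 2 times the median, adjacent windows counted as shared, removal of windows within 5 Mb of the bait, and ranks of merged regions. Added after the data were seen were the score that 1% of shuffled windows pass, the score at which shuffled windows amount to a false discovery rate of 0.01, a single background for all chromosomes, ranks by count, the exact binomial tail, long-range fragments thinned to the HMEC number, and removal of the window across the bait. The FISH, expression and bisulfite measurements, the MCF7 breakpoints and the methylation data were not analysed here.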

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

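The test for MCF7 reads in the HMEC library was chosen only after its result was seen. The test of the proximal windows in both directions was not planned either. The other tests in this part were written down before their results were seen.

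The windows closest to the bait are not discussed in the paper's text, although Figure 2B plots intrachromosomal contacts at several window sizes, and they hold the densest signal of the data set. Of the 800 fragments in 40 proximal windows, 445 interacted in HMEC (55.6%, 95% Clopper-Pearson interval 52.1 to 59.1), 685 in MCF7 (85.6%, 83.0 to 88.0) and 670 in MDA-MB-231 (83.8%, 81 to 86.2). They are given here as a signal in data outside those the paper discusses. A mean proximal window held 11.1 of 20 fragments in HMEC, 17.1 in MCF7 and 16.8 in MDA-MB-231, and 7 windows in MCF7 and 3 in MDA-MB-231 had all fragments interacting, so the measure is near its ceiling in the cancer lines. No window was called as enriched in any line under any setting run (3 windows per line had an unadjusted one-sided p below 0.05). In a test of both directions 1 window of MCF7 passed an adjusted p of 0.05, with fewer fragments than its background, and no biological explanation of the lower share in HMEC was tested.

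The first pattern weighed is the contact of HMEC, whose chromosomes are not those of MCF7, with the windows that MCF7 enriches on its amplified chromosomes. Over the 47 windows called in MCF7 on chromosomes 1, 3, 17 and 20, the median HMEC z-score was 1.75. Regions rich in genes and GC could attract contacts in every line. After correction for GC content, gene number and window length, which together account for 14.8% of the variance of the HMEC z-scores, the median was 1.58 (95% bootstrap interval 0.720 to 1.98) and before it 43 of the 47 windows had a z-score above 0. The lower bound lies under 0.877, the level set beforehand for arguing against this explanation, so it stays open even though the median moved little. In MDA-MB-231 the median z-score of these windows, without correction, was 1.07, with 35 above 0. A second candidate explanation is MCF7 reads assigned to the HMEC library. It needs the HMEC excess to rise with the MCF7 count, and it did, with a Spearman rho of 0.734 over the windows (0.331 for MDA-MB-231). It was also written to need HMEC and MDA-MB-231 excesses that keep the same ratio from window to window, which was not tested. The HMEC and MDA-MB-231 excesses were themselves correlated (rho 0.551), but a rank correlation does not show a constant ratio. A true contact shared by HMEC and MCF7 could also rise with the MCF7 count, although that count includes copy number in MCF7, which was not measured. Reads from MCF7 and a shared contact therefore cannot be told apart for these windows with 1 library per line. By FISH, which was not analysed here, the paper found the BCAS1, BCAS3 and BCAS4 loci close to IGFBP3 in a small part of HMEC nuclei.

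The second pattern is the larger number of called long-range windows in MCF7 and MDA-MB-231 than in HMEC, whose libraries hold 2.88 and 3.32 times as many long-range fragments as HMEC. Thinning MCF7 to the HMEC number of fragments (34.7% kept, 200 draws) left a median of 10 called windows (central 95% of draws 4 to 17) of the 37, against 10 in HMEC. Thinning MDA-MB-231 in the same way (30.2% kept) left 2 (0 to 6) of the 16. After thinning, neither cancer line kept a higher median count than HMEC. A window cannot hold more interacting fragments than its number of fragments, and thinning does not undo this limit. The limit presses most on the fuller windows of the cancer lines and may lower their thinned counts. The test therefore cannot decide whether the number of long-range fragments alone accounts for the higher counts. Why the cancer lines have more such fragments was not tested, and a change in chromatin contacts, the condition of the line, stays open.

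The third pattern is the larger number of called interchromosomal windows in MCF7, where HMEC has the most fragments. Amplified regions might raise the count, but without chromosomes 1, 3, 17 and 20 MCF7 still called 63 windows against 9 in HMEC and 30 in MDA-MB-231, over the bound of 1.5 times set beforehand. That argues against these chromosomes as the whole cause. Other copy number changes of MCF7 stay open and were not tested, since the files hold no copy numbers.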

How the results depend on the processing

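No paired analysis was possible because each line gave 1 library and no sample is matched to another. A count was taken as the same if it lay within 1.5 times its main value, so it could still change, and counts fixed by a setting were included. Of the values recomputed under alternatives fixed beforehand, 118 stayed the same, 65 moved and 1 weakened. Under alternatives added after seeing the data, 30 stayed the same and 46 moved. No result reversed its sign, but the order of counts between lines did turn. HMEC called more long-range windows than both cancer lines under the empirical null and more than MDA-MB-231 after thinning, and more interchromosomal windows than MDA-MB-231 under the empirical null, the exact binomial tail and the shuffle false discovery rate. Counts below are in the order HMEC, MCF7, MDA-MB-231, and pairs in the order HMEC with MCF7, HMEC with MDA-MB-231, MCF7 with MDA-MB-231. Unless stated, the cause was not tested.

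At a false discovery rate of 0.05, interchromosomal calls were 39, 177 and 89, HMEC and MDA-MB-231 shared 10, the cancer lines 27 and all lines 6, and in called windows were 12 amplicon genes and 2 estrogen targets in MDA-MB-231 and 1 basal or luminal gene each in MCF7 and MDA-MB-231. At 0.001, HMEC and MDA-MB-231 called 15 interchromosomal windows each, HMEC and MDA-MB-231 shared 2, the cancer lines 3 and all lines 1. HMEC called 5 long-range windows and shared 5 with MCF7 and 3 with MDA-MB-231, all lines 3. An empirical null gave interchromosomal calls of 15, 59 and 9, with 2 shared by HMEC and MDA-MB-231, 3 by the cancer lines and 1 by all. It left 5, 1 and 1 long-range calls, pairs of 0, 1 and 0 and 0 in all lines (permutation p = 1 where 0 are shared), and the EGFR window of MCF7 fell to a z-score of 2.38 and was no longer called. With the same number of windows in each line, MCF7 has 25 interchromosomal windows by construction, pairs shared 8, 2 and 1 and all lines 1, and the overlap of the cancer lines no longer passed (permutation p = 0.179). MCF7 and MDA-MB-231 then have 10 long-range windows each, with pairs of 4, 3 and 4 and 2 in all. Merging adjacent windows, which lowers counts by construction, gave 67 interchromosomal regions in MCF7, 21 and 9 long-range regions in MCF7 and MDA-MB-231 and 6 shared by these. Ranks by merged regions were 8 and 212 for BCAS2 in HMEC and MDA-MB-231, 5 for BCAS1 in MCF7, 4 and 37 for BCAS3 in MCF7 and MDA-MB-231, and 4, 10 and 25 for BCAS4. Without chromosomes 1, 3, 17 and 20, HMEC called 9 and MCF7 63, pairs shared 3, 1 and 4 and all lines 0, and HMEC with MDA-MB-231 and the overlap of all lines no longer passed (permutation p = 0.108 and 1). With adjacent windows counted as shared, HMEC and MDA-MB-231 shared 7 and the cancer lines 16. Without windows within 5 Mb of the bait, HMEC and MDA-MB-231 shared 3 long-range windows and all lines 3.

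Among the added settings, the score that 1% of shuffled windows pass gave 87, 194 and 119 interchromosomal calls, pairs of 31, 17 and 33 and 11 in all lines, with 16 and 26 long-range calls in HMEC and MDA-MB-231, of which 8 were shared by these and 8 by all. A shuffle false discovery rate of 0.01 gave 15, 73 and 7, with 2 shared by HMEC and MDA-MB-231, 3 by the cancer lines and 1 by all. The exact binomial tail gave 12, 63 and 7, with 1, 3 and 1 for the same overlaps, and 3 long-range calls in HMEC, 3 shared with MCF7, 3 with MDA-MB-231 and 3 by all. A single background gave 63 calls in MDA-MB-231, of which 8 were shared with HMEC, 13 with MCF7 and 7 by all. With the 1% score as well it gave 72, 172 and 103, pairs of 32, 16 and 22 and 11 in all. Ranked by count, BCAS1 stood at 4 in MCF7, BCAS2 at 182 in MDA-MB-231, BCAS3 at 7 and 6 and BCAS4 at 14 and 4 in MCF7 and MDA-MB-231. Thinned to the HMEC number of long-range fragments, MCF7 called 10 long-range windows and MDA-MB-231 called 2, against 10 in HMEC, by the loss of fragments. MCF7 called the most interchromosomal windows under every setting above that does not fix the number.

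Depth limits interchromosomal calls most in MDA-MB-231, where 8.93% of simulated 2-fold changes were recovered, and long-range calls most in HMEC, with 22.8%.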

Differences from the paper's values

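Counts are set beside the paper's at its stated false discovery rate of 0.01. The paper's text gives no z-score for it. The paper reports 87 significant interchromosomal windows in HMEC, where 25 were called here, and no alternative fixed before the data were examined closed that gap. For MCF7 the paper's 194 stand against 112 and for MDA-MB-231 the paper's 115 against 37. Of the alternatives set beforehand, a false discovery rate of 0.05 closed both (177 and 89) and the others did not. The paper's 11 windows common to all lines stand against 3, which no alternative set beforehand closed. On chromosome 7 the paper's 16 windows in HMEC stand against 10 and the paper's 29 in MDA-MB-231 against 16. A false discovery rate of 0.05 closed both (15 and 22) and the other settings fixed beforehand did not. The paper's 8 windows common to all lines on chromosome 7 stand against 5, and no setting fixed beforehand closed this. The score passed by 1% of shuffled windows, a setting chosen after seeing the values, gave 87, 194 and 119 interchromosomal windows with 11 in common, and 16, 50 and 26 windows on chromosome 7 with 8 in common, and it dropped 0 of the 11 windows of Table 1. The sizes of the parts of the Venn diagram (Figure 4B) match under this setting except for windows of MDA-MB-231 alone, which number 80 here. A single background for all chromosomes with that score, also chosen after seeing the values, gave 72, 172 and 103 with 11 in common and dropped 4 of the windows of Table 1. The single background at a false discovery rate of 0.01, chosen likewise, came within 1.5 times the paper's count in MCF7 (137) and dropped 5 of them. The score at which shuffled windows amount to a false discovery rate of 0.01, also added after the data were seen, moved further from the paper. It gave 15, 73 and 7 interchromosomal windows with 1 in common and dropped 10 of the windows of Table 1.

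Of the ranks in Table 3, 4 differ by over 1.5 times, for 3 windows, and those of BCAS1 (the paper's 4 against 6) and BCAS3 (the paper's 7 against 5) in MCF7 differ by no more than that. In MCF7 the paper ranks BCAS2 at 1, where it stood at 2 by z-score, and no alternative set beforehand closed this. It ranks BCAS4 at 14, against 26 here. Ranks of merged regions gave 10, within 1.5 times the paper's. In MDA-MB-231 the paper ranks BCAS3 at 8, against 40, and BCAS4 at 5, against 28, and ranks of merged regions, at 37 and 25, did not close either. Ranking by the count, chosen after seeing the values, gave 14 for BCAS4 in MCF7 and 6 and 4 for BCAS3 and BCAS4 in MDA-MB-231, with BCAS2 in MCF7 still at 2. The ranks of all BCAS windows in HMEC match the paper's.

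The paper's methods describe a background gathered over all chromosomes for interchromosomal windows. The deposited scores differ from such a background by up to 30.4 in MCF7 and from a background for each chromosome by at most 0.150. The methods keep HindIII sites with an MspI site downstream. Counting those sites, 0 of the interchromosomal windows hold exactly 200, and counting sites with an MspI site on either side, 2800 do. The paper counts the BCAS3 interaction in MDA-MB-231 among the ranked enriched windows. Here that window had a z-score of 3.61, and the lowest called z-score was 3.69.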

Other observations

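The proximal window with the lowest contact and the ratios of chromosome means were looked up only after the results were seen, and the other comparisons in this part were planned.

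Next to the bait, 1 window was among the 3 highest z-scores of every line. The window on chromosome 7 from 45647938 to 45754894, over the adenylate cyclase gene ADCY1, had 13, 18 and 18 of 20 fragments interacting in HMEC, MCF7 and MDA-MB-231. The window from 45150459 to 45254538, with RAMP3, had the highest z-score in HMEC and stood at rank 5 in MCF7 and 8 in MDA-MB-231 (16, 20 and 19 fragments). The highest in MCF7, from 46788076 to 46854948, stood at rank 15 in HMEC and 19 in MDA-MB-231. Contact was lowest in both cancer lines between 45770232 and 45858194, with 8 fragments in MCF7 (z-score −3.65, the only window to pass an adjusted p of 0.05 in a test of both directions) and 10 in MDA-MB-231 (−2.90), and HMEC had 5 there (−1.93).

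The amplicon genes were the list with the most members in called windows. In called windows were 24 of the 31 in HMEC, 27 in MCF7 and 4 in MDA-MB-231, against means of 0.499, 1.95 and 1.05 for random lists (24, 28 and 12 when adjusted over the list alone), and their median z-scores were 6.48, 25.6 and 2.32. These genes share 15 windows and include BCAS1 to BCAS4, which the paper picked from these libraries, so the result is not independent evidence. Genes of the IGF system had 0 of 16 members in called windows in each line (0 when adjusted over the list alone), against means of 0.256, 1.00 and 0.547 for random lists. Their median z-score in MCF7 nevertheless stood at percentile 95.1 of random lists. ERBB receptors and ligands had 0 of 13 and basal and luminal genes 0 of 22, also 0 when adjusted over the list alone. Random lists of these sizes had means of at most 0.807 and 1.37 in a line, so these counts of 0 say little. The median z-score of the basal and luminal genes in MDA-MB-231 stood at percentile 1.82 of random lists, but the 22 genes share 15 windows, with many keratin genes in the same ones, and ESRP1 (3.10) and CDH3 (2.28) had high z-scores there. Of 23 estrogen targets, TFF1, TFF3 and PDZK1 lay in called windows in HMEC and in MCF7 and 1, PDZK1, in MDA-MB-231 (4, 3 and 2 when adjusted over the list alone), against means of 0.367, 1.46 and 0.774 for random lists, with percentiles of the median of 17.9, 73.2 and 34.9. Of 24 driver genes, RAD51C and CBFB lay in called windows in MCF7 and 0 in the other lines (2 and 0 when adjusted over the list alone). Of 17 housekeeping genes, TUBA1B and UBC lay in called windows in MCF7 and LDHA and ENO1 in MDA-MB-231 (3 and 3 when adjusted over the list alone), and 0 in HMEC. Random lists had means of 1.06 in MCF7, 0.568 in MDA-MB-231 and 0.279 in HMEC.

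Some windows were called in MDA-MB-231 alone. On chromosome 6 from 42203602 to 43031168, 16 fragments interacted there (z-score 6.82), against 6 in HMEC (−0.227) and 5 in MCF7. On chromosome 18 from 21049872 to 21812282, over the laminin gene LAMA3, the counts were 12 in MDA-MB-231 (5.03), 11 in HMEC and 5 in MCF7. Among windows of HMEC not called in MCF7, the window on chromosome 5 from 75922873 to 76597632, with IQGAP2 and F2R, had 17 fragments in HMEC (4.01), 4 in MCF7 and 3 in MDA-MB-231. No interchromosomal window was higher in HMEC than in MCF7 as a share of a library's interchromosomal fragments at an adjusted p of 0.05. Between the cancer lines, 27 were higher in MCF7 and 2 in MDA-MB-231.

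Chromosome means of interacting fragments varied more in MCF7 than in the other lines. Relative to the mean over autosomes, windows on chromosome 20 held 3.18 times as many in MCF7, 1.40 times in HMEC and 1.77 times in MDA-MB-231, and windows on chromosome 17 held 2.30, 1.36 and 1.71 times. Without chromosomes 1, 3, 17 and 20 the z-scores of HMEC and MCF7 still correlated across windows (Pearson r = 0.404).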
